# Targeting the IRE1α/XBP1s pathway suppresses CARM1-expressing ovarian cancer

**DOI:** 10.1038/s41467-021-25684-3

**Published:** 2021-09-07

**Authors:** Jianhuang Lin, Heng Liu, Takeshi Fukumoto, Joseph Zundell, Qingqing Yan, Chih-Hang Anthony Tang, Shuai Wu, Wei Zhou, Dajiang Guo, Sergey Karakashev, Chih-Chi Andrew Hu, Kavitha Sarma, Andrew V. Kossenkov, Rugang Zhang

**Keywords:** Apoptosis, Ovarian cancer

## Abstract

CARM1 is often overexpressed in human cancers including in ovarian cancer. However, therapeutic approaches based on CARM1 expression remain to be an unmet need. Cancer cells exploit adaptive responses such as the endoplasmic reticulum (ER) stress response for their survival through activating pathways such as the IRE1α/XBP1s pathway. Here, we report that CARM1-expressing ovarian cancer cells are selectively sensitive to inhibition of the IRE1α/XBP1s pathway. CARM1 regulates XBP1s target gene expression and directly interacts with XBP1s during ER stress response. Inhibition of the IRE1α/XBP1s pathway was effective against ovarian cancer in a CARM1-dependent manner both in vitro and in vivo in orthotopic and patient-derived xenograft models. In addition, IRE1α inhibitor B-I09 synergizes with immune checkpoint blockade anti-PD1 antibody in an immunocompetent CARM1-expressing ovarian cancer model. Our data show that pharmacological inhibition of the IRE1α/XBP1s pathway alone or in combination with immune checkpoint blockade represents a therapeutic strategy for CARM1-expressing cancers.

## Abstract (web summary)

The unfolded protein response (UPR) promotes cell survival in cancers with hyperactive ER stress response. Here the authors show that CARM1, an arginine methyltransferase, controls the IRE1α/XBP1 pathway of the UPR and the inhibition of this pathway can inhibit growth in CARM1 expressing ovarian cancers.

## Introduction

The development of therapeutic strategies for epithelial ovarian cancer (EOC) remains a major obstacle to overcome. High-grade serous ovarian cancer (HGSOC) is the most common and fatal subtype of EOC. EOC is genetically heterogeneous^1^. Thus, it is imperative that therapeutic strategies need to be personalized by targeting distinct molecular subsets of EOC^2^. CARM1 (also known as PRMT4) is a type I protein arginine methyltransferase (PRMT) that asymmetrically dimethylates arginine residues on protein substrates^3,4^. Overwhelming evidence suggests that CARM1 functions as an oncogene in human cancers^5^. High levels of CARM1 expression have been observed in several major cancer types, including breast, colon, and prostate^6–8^. Notably, *CARM1* amplification/overexpression occurs in ~20% of HGSOCs^9^, the highest among all cancer types in The Cancer Genome Atlas (TCGA) databases. However, the role of CARM1 and the associated therapeutic vulnerabilities conferred by its expression in cancers including EOC remain to be explored.

The endoplasmic reticulum (ER) stress response or the unfolded protein response (UPR) orchestrates adaptive programs to promote cancer cell survival^10–12^. Thus, inhibition of the UPR represents a therapeutic approach for cancers with hyperactive ER stress response^12^. The mammalian UPR is governed by three stress transducers that sense ER stress. They include inositol-required enzyme 1 alpha (IRE1α), activating transcription factor 6 (ATF6), and protein kinase RNA-like ER kinase (PERK)^12^. When functions of the ER are severely impaired, cells undergo apoptosis through effector proteins such as C/EBP homologous protein (CHOP) downstream of PERK^13^. IRE1α signaling is the most conserved and well-studied UPR. In response to ER stress, the endoribonuclease activity of the IRE1α RNase domain is activated by conformational changes^12^. IRE1α RNase processes the mRNA encoding the transcription factor X-box binding protein 1 (XBP1), excising a 26-nucleotide intron in the *XBP1* mRNA^12^. This splicing event shifts the coding reading frame, leading to the translation of a transcription factor termed spliced XBP1 (XBP1s). XBP1s translocates into the nucleus to promote the transcription of genes involved in protein folding among other targets to alleviate ER stress^12^. However, the mechanism that controls the IRE1α/XBP1s pathway remains poorly understood. For example, how XBP1s target genes were regulated at the molecular and genome-wide levels is not clear.

In addition to tumor-intrinsic function, the ER stress response such as the IRE1α/XBP1s pathway is implicated in intratumoral immune cells^10,11^. For example, activation of the IRE1α/XBP1s pathway is known to be immune suppressive in various populations of immune cells^10^. Targeting the ER stress response may reinvigorate endogenous antitumor immunity, which could synergize with immunotherapies, such as immune checkpoint blockade^10^. Thus, there are substantial ongoing efforts in exploring the pathway as a cancer therapeutic target. However, the molecular determinant of therapeutic response to the inhibition of the IRE1α/XBP1s pathway remains poorly understood.

Here we show that pharmacological targeting of the IRE1α/XBP1s pathway selectively suppresses CARM1-expressing ovarian cancer, which further synergizes with immune checkpoint blockade. Mechanistically, CARM1 determines ER stress response through controlling the IRE1α/XBP1s pathway by forming a complex with XBP1s to regulate its target gene expression.

## Results

### CARM1 determines XBP1s target gene expression

To systematically profile CARM1 distribution pattern genome-wide, we performed the cut-and-run analysis for CARM1 in CARM1-expressing A1847 HGSOC cells^9^. The analysis revealed 22,398 significant peaks (false discovery rate (FDR) < 5% with at least fourfold over input). Overall distribution of CARM1 peak signal coincided with active histone mark H3K27ac binding and proximity to transcription starting sites (TSS) (Fig. 1a), which is consistent with the reported role of CARM1 as a transcriptional activator^4^. Notably, 25% of all CARM1-binding sites overlapped with genes’ TSS with 7859 genes occupied by CARM1 at the promoter (Fig. 1b). Analysis of enrichment of known regulators for those genes revealed MYC as the top regulator, which is consistent with previous reports that CARM1 regulates the c-MYC pathway^3^. Notably, XBP1s was identified as a top predicted regulator of the identified putative CARM1 target genes (Fig. 1c). Indeed, de novo motif analysis of 100 bp regions around TSS of CARM1-bound genes by *HOMER* revealed a significant enrichment of ACGTCA motif (*P* = 10^−101^) matching the core of known XBP1s-binding motif (Fig. 1d). This raised the possibility that CARM1 may regulate XBP1s function during ER stress response. To test this possibility, we performed XBP1s and CARM1 cut-and-run analysis with or without ER stress-inducer tunicamycin treatment (Supplementary Fig. 1a). The analysis revealed that CARM1- and XBP1s-binding signal significantly correlated in tunicamycin treatment condition and both factors increased binding compared to vehicle control-treated cells (Fig. 1e–g). Thus, we conclude that CARM1 is associated with XBP1s target genes.

**Fig. 1:**
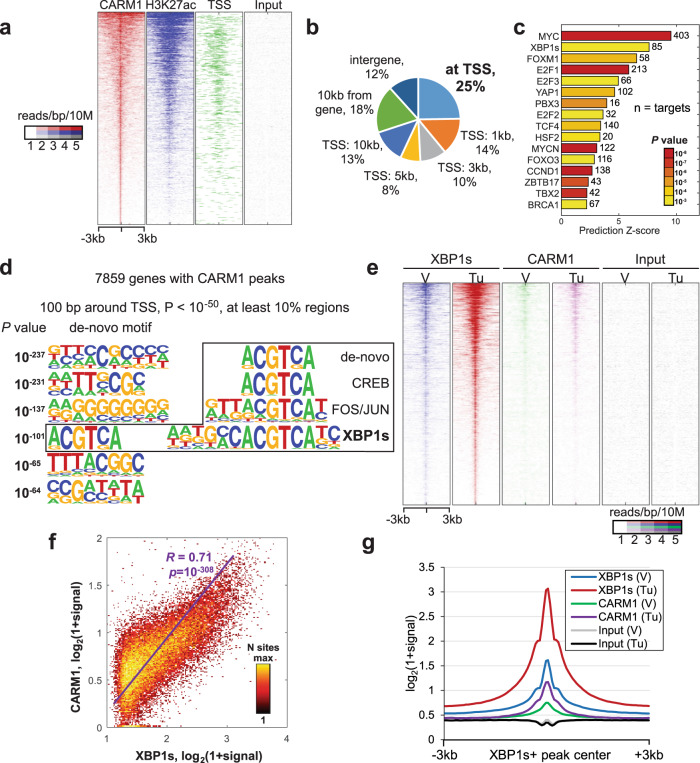
CARM1-binding sites are enriched for XBP1s consensus. **a** Heatmap of cut-and-run profiles of CARM1, H3K27ac, and input signal. Binding sites are sorted by strength of CARM1 signal. 3 kb around CARM1 peak centers are shown with 100 60 bp bins. **b** Genomic-wide distribution of CARM1 peaks relative to gene. **c** Ingenuity Pathway analysis of known regulators enriched among 7859 genes bound by CARM1. Transcriptional regulators with activation prediction *Z*-score of at least 2 and *P* < 0.001 are shown. The *P* value in Ingenuity Pathway analysis measures whether there is a statistically significant overlap between dataset genes and the genes that are regulated by a regulator. It is calculated using two-tailed Fisher’s Exact Test. **d** De novo motif analysis of 100 bp TSS regions for 7859 genes bound by CARM1. **e** Heatmap of cut-and-run profiles of XBP1s, CARM1, and input signal for vehicle (V) or ER stress-inducer tunicamycin (Tu)-treated cells around center of XBP1s peaks. Binding sites are sorted by strength of XBP1s signal. 3 kb around XBP1 peak centers are shown with 100 60 bp bins. **f** Correlation of XBP1s and CARM1 binding signal in XBP1s peak regions in tunicamycin-treated cells. *P* value was calculated using two-tailed test of significance. **g** Average profiles of binding signals for the indicated samples as shown in **f**.

We next sought to identify direct CARM1 and XBP1s target genes that are subjected to ER stress regulation. Toward this goal, we performed RNA sequencing (RNA-seq) in control, CARM1 knockout, and XBP1s knockdown A1847 cells treated with or without tunicamycin (Fig. 2a, b). 

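RNA-seq covered A1847 cells of 3 genotypes, control, CARM1 knockout and XBP1 knockdown, each treated with vehicle or with 5 μg/ml tunicamycin for 8 h. Tunicamycin blocks the glycosylation of proteins in the ER, so that unfolded proteins accumulate there. There were 3 replicates per condition and 18 libraries in all. The labels call the control cells wild type. Whether they carried a control vector, such as the paper's scramble shRNA, is not stated there. The same control libraries served the comparisons with both modified genotypes. Only the 3 prime ends of the mRNA were sequenced, as 75 nt single reads. The authors aligned the reads to the hg19 genome with bowtie2 and deposited expected counts per Ensembl gene from RSEM, as whole numbers and without normalization. The totals per library were 12081810 to 13788924 (median 12672172) in vehicle-treated control cells and 11774445 to 12965747 (median 11967955) in tunicamycin-treated control cells. They were 9367462 to 13917212 (median 12953251) and 12845064 to 13811462 (median 13801077) in CARM1 knockout cells with vehicle and with tunicamycin, and 12660121 to 13339234 (median 13223905) and 11252147 to 13858603 (median 11866784) in XBP1 knockdown cells. Of the 57736 genes in the table, 17317 passed edgeR's filter on low counts and were tested. Group pairs were compared with edgeR's quasi-likelihood test after TMM normalization, at an FDR of 5% with Benjamini-Hochberg adjustment, and only the libraries of the groups compared entered a fit. Whether the response to tunicamycin differed between genotypes was tested as the interaction term of a fit over the 4 groups concerned. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so none is reported.
CARM1 (ENSG00000142453), on chromosome 19 of GRCh37 from 10982229 to 11033751, had 162 ± 2.69 CPM (counts scaled to a common library total; SD, n = 3) in vehicle-treated control cells and 74.2 ± 3.11 (SD, n = 3) in vehicle-treated CARM1 knockout cells. The log2 fold change was −1.17 (standard error 0.0523, adjusted p = 1.21e-11 from edgeR's quasi-likelihood test). With tunicamycin the level was 135 ± 3.89 (SD, n = 3) in control and 71.2 ± 4.50 (SD, n = 3) in knockout cells, a log2 fold change of −0.92 (standard error 0.0562, adjusted p = 9.4e-10 from the same test). The knockout libraries held 625 to 946 CARM1 counts with vehicle and 849 to 888 with tunicamycin, so that the transcript remained detectable in each of them. In XBP1 knockdown cells CARM1 was higher than in control cells, with 190 ± 2.49 (SD, n = 3) CPM with vehicle (log2 fold change 0.22, adjusted p = 0.0170 from edgeR's quasi-likelihood test) and 174 ± 7.83 (SD, n = 3) with tunicamycin (log2 fold change 0.37, adjusted p = 0.000177 from the same test). With vehicle it fell short of the threshold without the first or second control library (log2 fold change 0.23 and 0.22) or replicate 2 of the knockdown (0.22).
XBP1 (ENSG00000100219), on chromosome 22 of GRCh37 from 29190543 to 29196585, fell from 46.0 ± 4.50 (SD, n = 3) CPM in control cells to 25.4 ± 1.25 (SD, n = 3) in knockdown cells with vehicle, a log2 fold change of −0.86 (standard error 0.0859, adjusted p = 2.54e-05 from edgeR's quasi-likelihood test). With tunicamycin it fell from 149.8 ± 3.02 (SD, n = 3) to 71.6 ± 2.35 (SD, n = 3), a log2 fold change of −1.06 (standard error 0.0538, adjusted p = 5.43e-09 from the same test). Counts per gene add all XBP1 transcripts, so the spliced form was not measured separately. In CARM1 knockout cells XBP1 was at 33.9 ± 6.49 (SD, n = 3) with vehicle and at 143 ± 2.32 (SD, n = 3) with tunicamycin, where it did not differ from control cells (log2 fold change −0.06, adjusted p = 0.244 from edgeR's quasi-likelihood test). With vehicle its log2 fold change from control cells was −0.65 to −0.38 across the 6 fits that each left out a library. Its interaction term in the knockout was 0.28 to 0.54 across 12 such fits, and the call changed in 4 of them. Across genes, log2 CPM correlated between replicates with r from 0.986 to 0.989. Between the CARM1 knockout libraries and the 12 others r was 0.731 to 0.775, and between control and knockdown libraries 0.961 to 0.987; genes are not independent replicates.

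**Figure D1:**
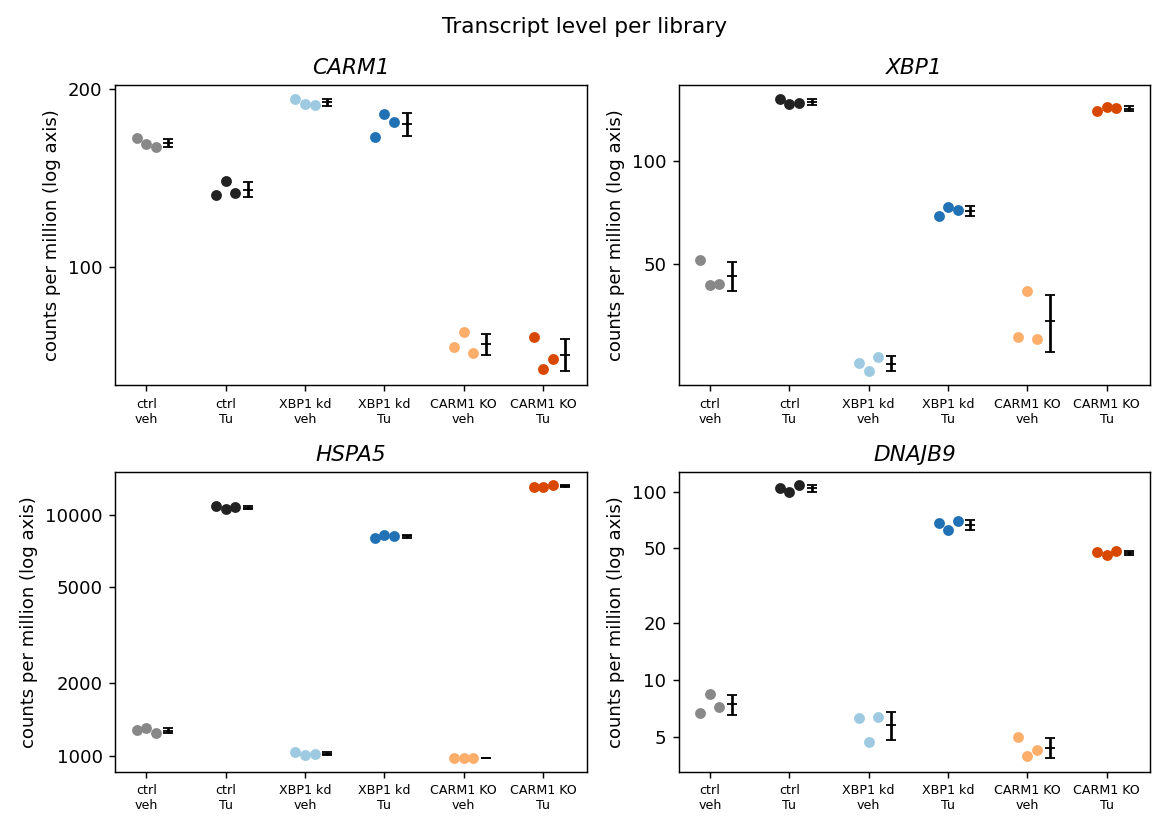
CPM of CARM1, XBP1, HSPA5 and DNAJB9 on log axes in control (ctrl), XBP1 knockdown (XBP1 kd) and CARM1 knockout (CARM1 KO) cells with vehicle (veh) or tunicamycin (Tu). Points are the 3 libraries of each condition and bars their mean and SD; CARM1 is lowest in the knockout libraries, and within each treatment XBP1 is lowest in the knockdown libraries.

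**Figure D2:**
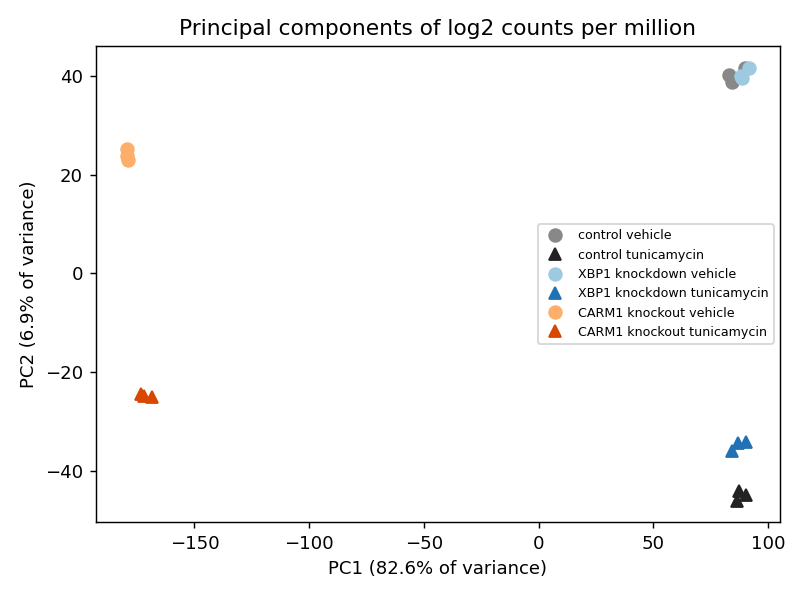
First and second principal components of the log2 CPM of the genes tested in the 18 libraries, one point per library. The first component holds 82.6% of the variance and parts the CARM1 knockout libraries from the others, and the second holds 6.91% and parts tunicamycin from vehicle.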

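In control A1847 cells, 3808 of the genes tested were higher with tunicamycin than with vehicle and 3450 were lower. The alternative that moved this count most asked for a change of at least 1.5-fold besides the FDR, and left 2011 higher genes. HSPA5 (ENSG00000044574), which encodes the ER chaperone BiP and lies on chromosome 9 of GRCh37 from 127997132 to 128003661, rose from 1277 ± 29.7 to 10690 ± 173 CPM (SD, n = 3 each). Its log2 fold change was 3.08 (standard error 0.0445, adjusted p = 6.85e-17 from edgeR's quasi-likelihood test). DNAJB9 (ENSG00000128590), an ER co-chaperone gene on chromosome 7 of GRCh37 from 108210311 to 108215294, rose from 7.43 ± 0.889 to 104 ± 3.96 CPM (SD, n = 3 each), a log2 fold change of 3.82 (standard error 0.0902, adjusted p = 1.12e-14 from the same test).
Lists of genes of the unfolded protein response, written before the data were examined, were tested as sets with camera at a preset correlation between genes of 0.01. The 25 genes of the list for XBP1s had a median log2 fold change of 1.70 (adjusted p = 4.71e-17 from camera). One of them, MAN1A1, had at most 3 counts in every control and knockdown library, and without it the median was 1.72. In the list for ATF6 (15 genes) the median was 2.30 (adjusted p = 4.1e-14 from camera), and in the list for PERK and ATF4 (24 genes) it was 2.65 (adjusted p = 1.29e-21 from camera). The 8 genes listed as mRNA substrates of IRE1α fell, with a median of −0.46 (adjusted p = 0.00828 from camera). Each of these calls held under fry, and the IRE1α substrate list alone lost its call when camera estimated the correlation from the libraries (adjusted p = 0.151). Gene by gene, 24, 15 and 24 members of the first 3 lists were higher and 5 of the fourth lower at an FDR of 5% over all genes tested, and as many adjusted over the list alone.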

The analysis revealed that 3313 genes were upregulated by tunicamycin in A1847 cells. 

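With tunicamycin, 1210 genes were higher and 1481 lower in XBP1 knockdown than in control cells. Among the genes induced in control cells, 951 (25.0%) were lower in the knockdown and 202 (5.30%) higher. Of the genes not induced, 3.92% were lower. Of the 951, 104 were also lower under vehicle. The same control libraries select the induced genes and are compared with the knockdown, so counts were also simulated without any genotype effect. At most 3 genes were then called in 20 simulations. With no effect in any gene the FDR adjustment leaves few calls whatever the selection does, so this count does not measure it. At any p, 54.6 to 57.9% of the simulated induced genes were lower in the knockdown, so the selection by itself favours lower values. Without the third tunicamycin-treated control library, 617 genes were higher and 906 lower in the knockdown, and of the genes then induced 594 were lower and 85 higher. The response itself, tested as the interaction term, was smaller than in control cells for 253 of the induced genes and larger for 11. Among the genes induced in the knockdown cells themselves it was smaller for 187 and larger for 21. Across the genes induced in control cells, a selection that by itself favours values below 1, the slope of the response in knockdown cells on that in control cells was 0.761.
HSPA5 was at 8133 ± 138 CPM (SD, n = 3) in tunicamycin-treated knockdown cells, a log2 fold change from control cells of −0.39 (standard error 0.0281, adjusted p = 1.29e-07 from edgeR's quasi-likelihood test). DNAJB9 was at 66.7 ± 3.86 (SD, n = 3), a log2 fold change of −0.64 (standard error 0.0620, adjusted p = 4.02e-06 from the same test). The interaction term was not past the threshold for either gene (−0.09 for HSPA5 and −0.29 for DNAJB9, adjusted p = 0.404 and 0.414 from edgeR's quasi-likelihood test). Among genes with a mean of at least 3 log2 CPM whose replicates did not overlap between the groups, TCEA1P2 (−2.11), CHP1 (−1.60) and H19 (−1.59) had the lowest log2 fold changes, and AK4 (2.50), CDK6 (1.99) and VCAN (1.55) the highest. Their adjusted p-values from edgeR's quasi-likelihood test lay between 2.32e-08 and 8.97e-06. TCEA1P2 is a pseudogene, and its reads can be shared with its parent gene.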

XBP1s knockdown significantly downregulated response of 779 of the 3313 genes induced by tunicamycin. In addition, CARM1 knockout significantly downregulated response of 1722 of the 3313 genes induced by tunicamycin. 

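In tunicamycin-treated CARM1 knockout cells, 6642 genes were higher and 6376 lower than in control cells, together 75.2% of the genes tested. Neighbouring genes shifted together, since medians over windows of 50 genes spread 2.94 times as widely as with the genes shuffled. Another cell population in the knockout libraries is thus a candidate beside loss of CARM1 for the knockout differences given here and below. Among the induced genes 2072 (54.4%) were lower in the knockout and 1076 (28.3%) higher, and of the genes not induced 31.9% were lower. Simulations without a genotype effect gave at most 4 lower genes, a count that the FDR adjustment keeps small when no gene differs. At any p, 54.2 to 57.3% of the simulated induced genes were lower in the knockout. Of the 2072 genes, 1414 (68.2%) were also lower in vehicle-treated knockout cells. Across all genes tested, which are not independent replicates, the log2 fold changes of the knockout under vehicle and under tunicamycin correlated with r = 0.941, against 0.159 for the XBP1 knockdown. The effects under vehicle and under tunicamycin share no library. The response to tunicamycin, tested as the interaction term, was smaller in the knockout for 1581 of the induced genes and larger for 114. The induced genes were selected on the control libraries compared here. Over all genes tested the term was below 0 for 2151 and above 0 for 1814, and among the genes induced in the knockout cells themselves the response was smaller than in control cells for 676 and larger for 633. The slope of the response in knockout cells on that in control cells was 0.327 across the genes induced in control cells, with the same selection.
DNAJB9 was at 47.3 ± 1.32 CPM (SD, n = 3) in tunicamycin-treated knockout cells, a log2 fold change from control cells of −1.13 (standard error 0.0570, adjusted p = 9.96e-11 from edgeR's quasi-likelihood test). It was lower under vehicle as well, at 4.38 ± 0.530 (SD, n = 3), and its interaction term of −0.38 was not past the threshold (adjusted p = 0.0807 from edgeR's quasi-likelihood test). HSPA5 went the other way with tunicamycin, at 13090 ± 108 (SD, n = 3), a log2 fold change of 0.30 (standard error 0.0295, adjusted p = 2.44e-07 from edgeR's quasi-likelihood test). Under vehicle HSPA5 was lower in the knockout, at 984 ± 2.26 (SD, n = 3), and its interaction term was 0.67 (standard error 0.0444, adjusted p = 1.06e-09 from edgeR's quasi-likelihood test).
The genes with the largest falls and rises were absent from one of the genotypes, which leaves their folds undefined. MRC1L1 had 709 to 1026 counts in the tunicamycin-treated control libraries, NOP56P1 215 to 250 and CACNG7 200 to 266, and each had 0 in the knockout libraries. Conversely, IL1RL2 had 478 to 641 counts in the knockout libraries, CTHRC1 570 to 717 and ENSG00000165390 38 to 1467, a range that differs between replicates, and each had 0 in the control libraries. MRC1L1 is a near copy of MRC1 and NOP56P1 a pseudogene, so reads can be shared between copies.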

Five hundred and forty-three of the 3313 genes were downregulated by both XBP1s knockdown and CARM1 knockout, which represents a statistically significant overlap (*P* < 10^−10^ by hypergeometric test; Fig. 2c, d). 

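Of the induced genes, 566 were lower under tunicamycin in both CARM1 knockout and XBP1 knockdown cells, 59.5% of those lower in the knockdown. With the induced genes as the background, the product of the separate counts gives 517 genes, a ratio of 1.09 (one-sided exact hypergeometric test, p = 0.000147). Both comparisons use the same tunicamycin-treated control libraries, which raises an overlap by itself. In 20 simulations that assigned the genotype effects to genes independently, the ratio was 1.00 to 1.16 with a median of 1.06. Without the third tunicamycin-treated control library 355 genes remained in the overlap of the calls then made. Under the threshold of at least a 1.5-fold change 126 genes were lower in both and the ratio was 1.06 (one-sided exact hypergeometric test, p = 0.174). With reduction read as an interaction term below 0, 193 genes were reduced in both genotypes against 105 from the separate counts, a ratio of 1.84, and the simulations gave 1.27 to 1.61. These simulations gave effects only to genes called in the data. They found 184 to 209 genes reduced in the knockdown against 253 in the data, so they do not exclude the shared libraries.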

We next cross-referenced the 543 genes with XBP1s and CARM1 peaks identified in A1847 cells treated with ER stress-inducer tunicamycin to identify direct ER stress-induced XBP1s and CARM1 target genes. The analysis revealed that 363 of the 543 genes are directly associated with both XBP1s and CARM1 in their promoters (*P* < 10^−10^ by hypergeometric test; Fig. 2e, f and Supplementary Data 1). In addition, we observed a significant correlation between strength of XBP1s binding and the increase in CARM1 binding under ER stress condition induced by tunicamycin (Fig. 2g). These findings suggest that CARM1 regulates XBP1s’s association with its target genes during ER stress response.

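The CUT&RUN data behind the promoter binding were not analysed here, and the values below are those of the RNA-seq libraries for the 363 genes of Supplementary Data 1, of which 362 were tested. The study chose these genes on the same libraries, so their counts are not independent evidence. In control cells all 362 were higher with tunicamycin, with a median log2 fold change of 0.94 and quartiles of 0.61 and 1.47. The median response was 0.52 in XBP1 knockdown and 0.38 in CARM1 knockout cells. The interaction term was below 0 at an FDR of 5% for 143 genes in the knockdown and for 329 in the knockout, and for 136 in both. Adjusted over the list alone, it was below 0 for 358 and 360. At any p, it was below 0 for 362 and 360 genes. In the direct comparison with control cells under tunicamycin, 267 genes were lower and 1 higher in the knockdown, 217 lower and 101 higher in the knockout, and 165 lower in both. Adjusted over the list alone, 295 were lower in the knockdown and 217 in the knockout. Under vehicle, 179 were higher and 118 lower in the knockout than in control cells. From the genes reduced in both genotypes whose promoters both proteins bind, the paper derives direct target genes of XBP1s and CARM1 in the ER stress response. Together with the relation between XBP1s binding and the rise in CARM1 binding (Fig. 2g), it proposes from them that CARM1 acts on the association of XBP1s with its target genes.

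**Figure D3:**
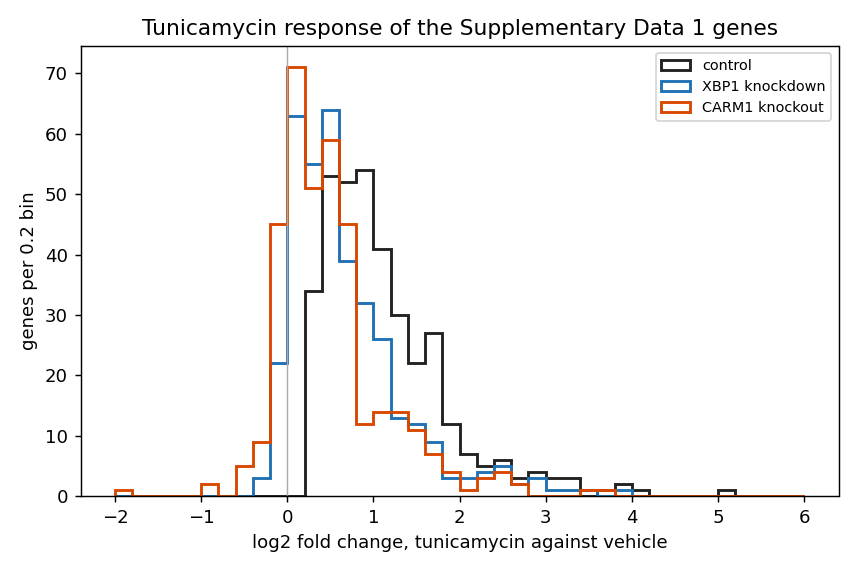
Number of Supplementary Data 1 genes by their log2 fold change between tunicamycin and vehicle, in bins of 0.2, in control, XBP1 knockdown and CARM1 knockout cells. The distributions of both modified genotypes lie to the left of that of control cells, with medians of 0.52 and 0.38 against 0.94.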

**Fig. 2:**
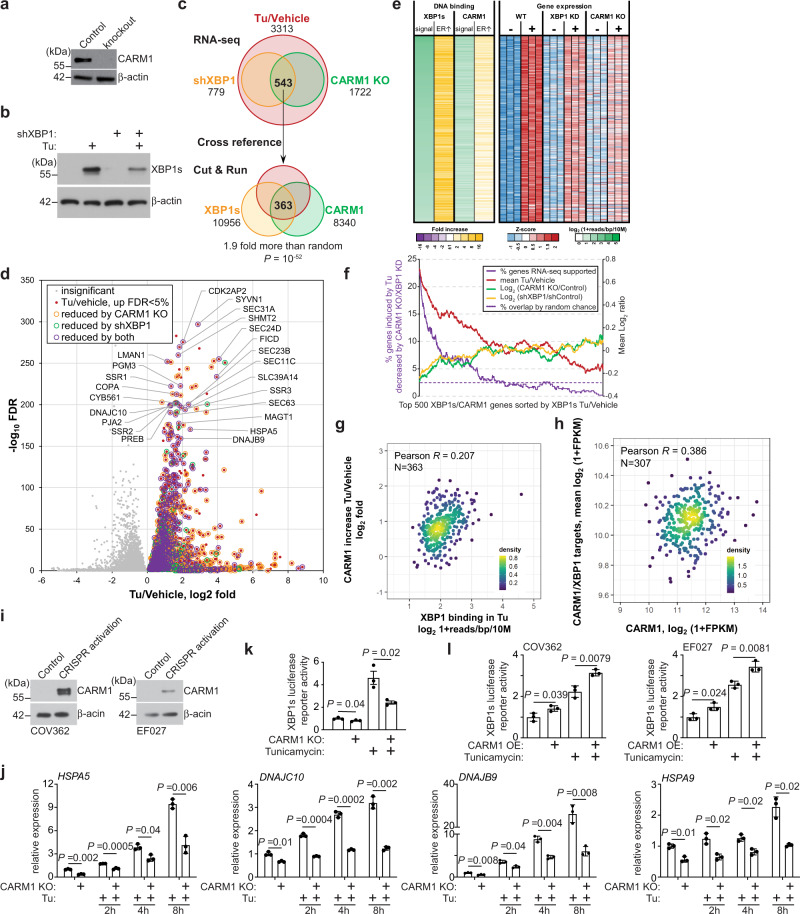
CARM1 promotes the expression of XBP1s target genes. **a** Expression of CARM1 and a loading control β-actin in control and CARM1 knockout (KO) A1847 cells determined by immunoblot. Immunoblots are representative of three biologically independent experiments with similar results. **b** Expression of spliced XBP1 (XBP1s) and a loading control β-actin in vehicle control or tunicamycin (5 μg/ml, 8 h) treated A1847 cells determined by immunoblot. Immunoblots are representative of three biologically independent experiments with similar results. **c** Significant overlap of XBP1s and CARM1-regulated genes during ER stress response induced by tunicamycin. Overlap of tunicamycin-induced genes (Tu/Vehicle) whose response was downregulated by XBP1 knockdown (shXBP1) or CARM1 knockout (CARM1 KO) determined by RNA-seq revealed a list of 543 genes. Cross-referencing the 543 genes with XBP1s and CARM1 cut-and-run identified a list of 363 direct XBP1s/CARM1 target genes in response to tunicamycin treatment. *P* values were calculated by two-tailed Fisher’s Exact Test. **d** Volcano plot for genes induced by tunicamycin determined by RNA-seq analysis. Tunicamycin induced genes that are regulated by CARM1, XBP1s, or both are indicated by different dot shapes. The genes are regulated by both CARM1 and XBP1s are highlighted. **e** Heatmap of cut-and-run and RNA-seq analysis for the identified 363 CARM1/XBP1s direct target genes. **f** Correlation between CUT&RUN and differential gene expression using 500 top XBP1s peak-mapped genes. CUT&RUN peak-mapped genes are sorted by XBP1s-binding fold change over vehicle. Using a 500-gene window, 4 values were plotted: percentage of genes that are induced by tunicamycin and decreased by both CARM1 KO and shXBP1, mean log_2_ ratio of Tu/vehicle, mean log_2_ (CARM1 KO/Ctrl), and mean log_2_ (shXBP1/Ctrl). **g** Heatmap of cut-and-run and RNA-seq data for the identified 363 CARM1/XBP1s direct target genes. **h** Correlation between tunicamycin-induced increase of CARM1 binding and strength of XBP1 binding at the 363 CARM1/XBP1s direct target genes. **i** Correlation between the expression of CARM1 and CARM1/XBP1s direct target genes identified at the basal level in the high-grade serous ovarian cancer (HGSOC) TCGA dataset. **j** Expression of CARM1 and a loading control β-actin in control and CRISPR-mediated activation of endogenous CARM1 expressing COV362 and EF027 cells determined by immunoblot. Immunoblots are representative of two biologically independent experiments with similar results. **k** RT-qPCR results showing the expression of the indicated CARM1/XBP1s target genes in control and CARM1 knockout A1847 cells treated with vehicle control or tunicamycin (5μg/ml, 8 h). **l** XBP1s luciferase reporter activity in control and CARM1 knockout A1847 cells treated with vehicle control or tunicamycin (5 μg/ml, 16 h). **l** XBP1s luciferase reporter activity in control and CARM1 overexpressed (OE) COV263 and EF027 cells treated with vehicle control or tunicamycin (5 μg/ml, 16 h). Data represent mean ± SEM, *n* = 3 biologically independent experiments unless otherwise stated. *P* values were calculated using two-tailed *t* test except in **c** by Fisher’s Exact Test and in **g**, **h** by Pearson *R* analysis.

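Fig. 2d labels 23 genes, of which 18 are in Supplementary Data 1. All 23 were higher with tunicamycin in control cells, with log2 fold changes from 1.16 to 4.10. Under tunicamycin 21 were lower in XBP1 knockdown than in control cells, with log2 fold changes from −1.19 (SEC24D) to 0.02 (SHMT2). In CARM1 knockout cells 16 were lower and 5 higher, from −1.91 (SEC11C) to 1.21 (CDK2AP2), and 15 were lower in both genotypes. Besides HSPA5, the higher genes were CDK2AP2, SHMT2, SSR1 and SSR3. Adjusted over the list alone, 22 were lower in the knockdown and 16 in the knockout, and since the study chose the genes on these libraries this is not independent evidence. The interaction term was below 0 at an FDR of 5% over all genes tested for 21 genes in the knockout, with HSPA5 above 0, and for 14 in the knockdown, and for 22 and 21 adjusted over the list alone. At any p it was below 0 for 22 and 23. Over all genes tested it was below 0 at an FDR of 5% in both genotypes for 14. SEC23B, on chromosome 20 of GRCh37 from 18488164 to 18542059, had log2 fold changes of −1.85 (standard error 0.0638) in the knockout and −0.78 (standard error 0.0541) in the knockdown. For LMAN1, on chromosome 18 of GRCh37 from 56995055 to 57026497, they were −1.46 (standard error 0.0385) and −0.60 (standard error 0.0417). For SSR1, on chromosome 6 of GRCh37 from 7268539 to 7347679, they were 0.83 (standard error 0.0410) and −0.68 (standard error 0.0464).

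**Figure D4:**
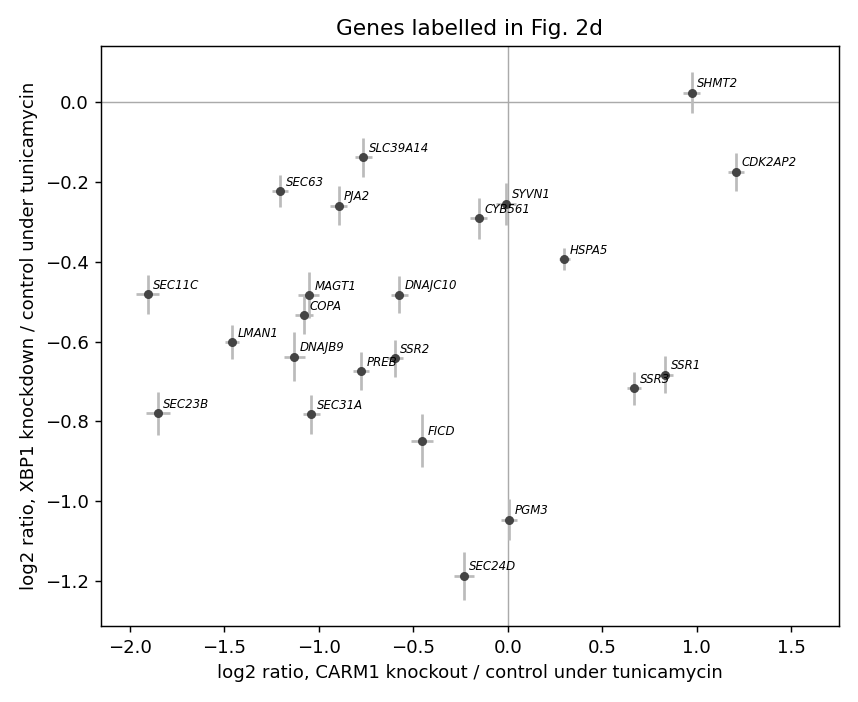
Log2 fold changes between CARM1 knockout and control cells (horizontal axis) and between XBP1 knockdown and control cells (vertical axis) under tunicamycin, for the 23 genes labelled in Fig. 2d. Points are the fitted values from 3 replicates per group and grey bars their standard errors; SHMT2 at 0.02 is the only point above 0 on the vertical axis.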

We next sought to correlate expression of CARM1 with identified CARM1/XBP1s target genes under normal condition. Toward this goal, we cross-referenced RNA-seq data of control A1847 cells and CARM1 knockout or XBP1 knockdown A1847 cells to identify genes commonly regulated by CARM1 and XBP1s without ER stress induction. In addition, we examined the binding of both CARM1 and XBP1s on these genes based on the cut-and-run datasets. The analysis revealed 430 CARM1/XBP1s direct target genes that are downregulated by CARM1 knockout or XBP1 knockdown at the basal level (Supplementary Fig. 2a and Supplementary Data 2). 

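Without tunicamycin, 6392 genes were lower and 6495 higher in CARM1 knockout than in control cells, and 524 were lower and 359 higher in XBP1 knockdown cells. For the knockdown single control libraries moved the counts, to 289 lower and 146 higher genes without the second vehicle-treated one and to 654 and 580 without the third. In both genotypes 301 genes were lower, against 193 from the separate counts among all genes tested, a ratio of 1.56 (one-sided exact hypergeometric test, p = 2.88e-22). Simulations with independent genotype effects and the shared control libraries gave ratios of 1.09 to 1.41. They gave effects only to genes called in the data and found 339 to 382 genes lower in the knockdown, fewer than the 524. The shared libraries are therefore not excluded as the cause of the ratio. In at least one genotype 6615 genes were lower. Without the second vehicle-treated control library 165 genes were lower in both. All 430 genes of Supplementary Data 2 were tested; the binding data used to choose them were not analysed here. In the knockout 211 of them were lower and 150 higher than in control cells, and in the knockdown 16 and 13. Adjusted over the list alone, 212 were lower and 150 higher in the knockout and 18 lower and 20 higher in the knockdown, which is not independent evidence because the study chose the list on these libraries. In all, 220 were lower in at least one genotype and 7 in both, a count of 2 without the second vehicle-treated control library and of 17 without the third. Both log2 fold changes were below 0, at any p, for 113 genes, against a median of 99 in 10000 random lists of the same size matched on mean expression (95% of them between 83 and 117). The 7 genes called lower in both stood against a median of 10 in these lists, and 8974 of the lists had at least as many.
H19 (−1.85), CCM2L (−1.79) and KRT8 (−1.61) had the lowest log2 fold changes in the vehicle-treated knockdown, and AK4 (2.34), CDK6 (1.72) and BAALC (1.58) the highest. In the vehicle-treated knockout, HGF had 0 to 1 counts per library against 5538 to 5995 in control cells, HAPLN1 0 against 640 to 813, and ENSG00000196656 0 against 1334 to 1749. The largest rises were those of ZNF582-DT, with 241 to 350 counts against 0, and of the pseudogenes RPL9P8 and RPL9P9, with 889 to 1314 against 0 to 1 for each, which hold identical counts in every library and cannot be told apart here.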

We explored the correlation between CARM1 and the identified CARM1/XBP1s target genes in the TCGA HGSOC dataset. Indeed, there is a significant correlation between expression of CARM1 and these genes in the TCGA HGSOC dataset (Fig. 2h). A similar positive correlation was also obtained in the Broad Institute Cancer Cell Line Encyclopedia database (Supplementary Fig. 2b).

We validated the downregulation of the identified CARM1/XBP1s genes such as *HSPA5* and *DNAJB9* by CARM1 knockout using quantitative reverse-transcriptase (qRT-PCR) analysis in A1847 cells (Supplementary Fig. 2c). Similar downregulation of CARM1/XBP1s target genes by CARM1 knockout was also observed in CARM1-expressing PEO4 and OVSAHO cells (Supplementary Fig. 2d–g). Conversely, we sought to determine whether upregulation of CARM1 in CARM1-low cells upregulates CARM1/XBP1s target genes. Toward this goal, we specifically upregulated endogenous CARM1 expression using a CRISPR (clustered regularly interspaced short palindromic repeats)-mediated activation system (Fig. 2i)^14^. Indeed, CARM1 activation promoted CARM1/XBP1s target gene expression in both EF027 and COV362 cells (Supplementary Fig. 2h). These findings suggest that the observed effects are not cell line specific. Notably, the upregulation of these genes triggered by ER stress-inducer tunicamycin was also suppressed by CARM1 knockout (Fig. 2j and Supplementary Fig. 2i). Consistently, XBP1s reporter activity was significantly lower in CARM1 knockout cells compared with controls in response to tunicamycin treatment (Fig. 2k). In contrast, XBP1s reporter activity was significantly increased by CARM1 activation in tunicamycin-treated cells (Fig. 2l). Together, these results show that CARM1 determines the expression of XBP1s target genes during ER stress response.

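The 25 genes of the list for XBP1s, which was not chosen on these libraries, were compared between genotypes. Supplementary Data 1 holds 14 of them. MAN1A1 was left out of the counts and medians below wherever both groups compared had at most 3 counts in every library. It was also left out of the medians of the interaction term and the counts of terms below 0 at any p. For these, both control groups had at most 3 counts in every library. With tunicamycin, all 24 remaining genes had log2 fold changes below 0 between XBP1 knockdown and control cells, with a median of −0.57 (adjusted p of the list = 3.93e-20 from camera). At an FDR of 5% 23 genes were lower, and 24 adjusted over the list alone. In tunicamycin-treated CARM1 knockout cells 13 of 25 genes had log2 fold changes below 0, with a median of −0.00904 (adjusted p of the list = 0.556 from camera). Of these genes 12 were lower and 11 higher at an FDR of 5%, and as many adjusted over the list alone. Under fry, which asks whether the list changed at all and not whether it changed more than other genes, the knockout difference had an adjusted p of 0.000548. Under vehicle 14 of the genes were higher and 6 lower in the knockout than in control cells. The interaction term was below 0 for all 24 genes in the knockout, with a median of −0.49, and for 23 of 24 in the knockdown, with a median of −0.51. It was below 0 at an FDR of 5% for 18 genes in the knockout and 15 in the knockdown, and for 21 and 22 adjusted over the list alone. For comparison, 82.6% of all induced genes had a smaller response in the knockout than in control cells and 76.2% in the knockdown. No set test was run on the interaction term.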

We next validated the binding of both CARM1 and XBP1s with CARM1/XBP1s target genes such as *HSPA5* and *DNAJB9* by chromatin immunoprecipitation (ChIP) analysis (Fig. 3a, b). Notably, CARM1 knockout significantly impaired the recruitment of XBP1s to these genes (Fig. 3b), which is consistent with the observed downregulation of CARM1/XBP1s target genes in CARM1 knockout cells (Fig. 2g). As a control, the level of H3R17me2a, a product of the CARM1’s enzymatic activity^4^, on the promoters of these genes was also decreased by CARM1 knockout (Fig. 3b). Conversely, we sought to determine whether XBP1s affects CARM1 recruitment to CARM1/XBP1s target genes during ER stress response. Indeed, XBP1 knockdown significantly impaired the recruitment of CARM1 to the promoters of the CARM1/XBP1s target genes, which correlated with a decrease in H3R17me2a on these genes’ promoters (Fig. 3c). Finally, sequential ChIP analysis using an anti-CARM1 antibody followed by an anti-XBP1 antibody showed a significant enrichment of CARM1/XBP1s on these genes’ promoters (Fig. 3d). Together, we conclude that XBP1s and CARM1 are mutually dependent upon each other for their optimal recruitment to the CARM1/XBP1s target genes.

**Fig. 3:**
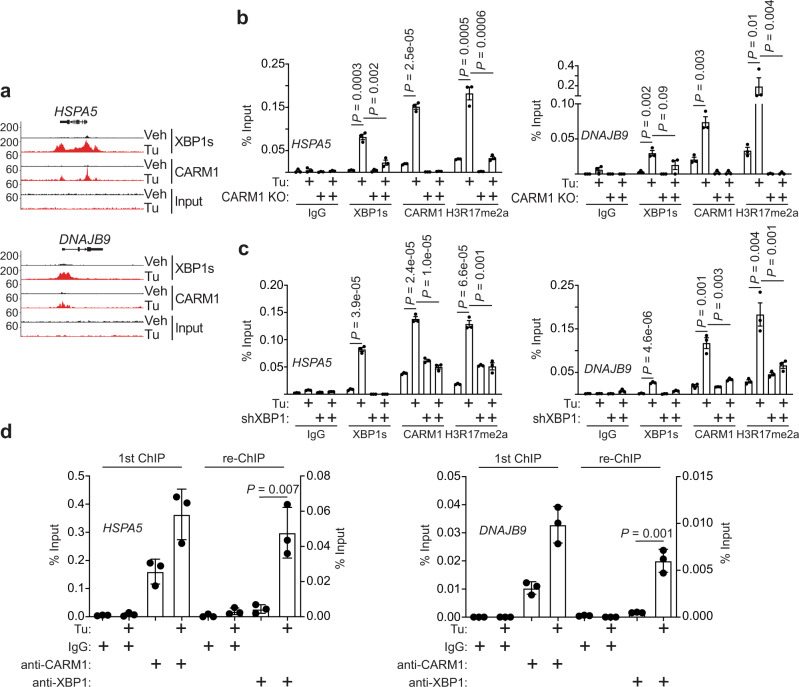
CARM1 and XBP1s are mutually dependent for their optimal recruitment to CARM1/XBP1s target genes. **a** Representative cut-and-run tracks of CARM1 and XBP1s on the indicated CARM1/XBP1s target *HSPA5* and *DNAJB9* gene loci in cells treated with vehicle control or tunicamycin (5 μg/ml, 8 h). **b** ChIP-qPCR analysis for the association of XBP1s, CARM1, and H3R17me2a, an enzymatic product of CARM1, with the promoters of *HSPA5* and *DNAJB9* genes in control or CARM1 knockout A1847 cells treated with vehicle control or tunicamycin (5 μg/ml, 8 h). **c** ChIP-qPCR analysis for the association of XBP1s, CARM1, and H3R17me2a with the promoters of *HSPA5* and *DNAJB9* genes in control or XBP1 knockdown A1847 cells treated with vehicle control or tunicamycin (5 μg/ml, 8 h). **d** Sequential ChIP-qPCR analysis using an anti-CARM1 antibody (first ChIP) followed by an anti-XBP1 antibody (re-ChIP) for the promoters of *HSPA5* and *DNAJB9* genes in A1847 cells. Data represent mean ± SEM, *n* = 3 biologically independent experiments. *P* values were calculated using two-tailed *t* test.

### CARM1 and XBP1s interact with each other

Given the observed mutual dependence of CARM1 and XBP1s for their optimal recruitment to the CARM1/XBP1s target genes in response to ER stress, we next determined whether CARM1 and XBP1s interact with each other. Indeed, co-IP revealed an interaction between CARM1 and XBP1s in response to tunicamycin treatment (Fig. 4a). The observed interaction was validated by glutathione *S*-transferase (GST) pulldown using GST-tagged CARM1 in lysates of A1847 cells treated with tunicamycin (Fig. 4b). We next sought to examine the interaction between XBP1s and CARM1 in situ by proximity ligation assay (PLA) in cells treated with or without tunicamycin. While we observed a basal level of interaction between XBP1s and CARM1 in control cells compared with negative immunoglobulin G (IgG) control, the interaction was significantly enhanced by ER stress-inducer tunicamycin (Fig. 4c, d). Together, we conclude that ER stress enhances CARM1 and XBP1s interaction, which correlates with the induced expression of XBP1s.

**Fig. 4:**
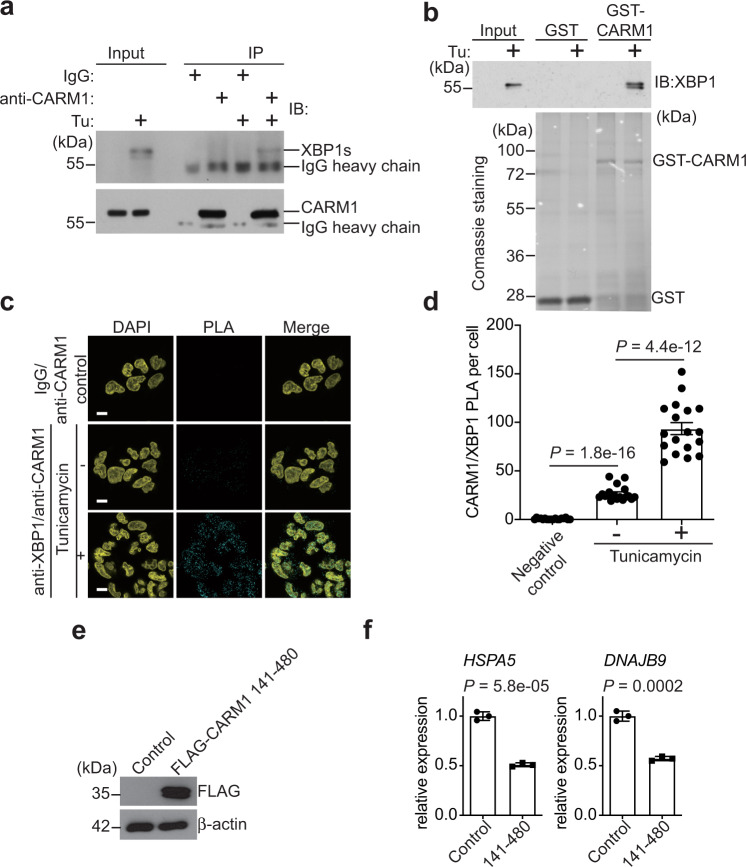
CARM1 and XBP1s interacts with each other. **a** Co-immunoprecipitation assay using an anti-CARM1 antibody to detect the interaction between CARM1 and XBP1s in A1847 cells treated with or without tunicamycin (5 μg/ml, 8 h). Immunoblots are representative of three biologically independent experiments with similar results. **b** GST-pulldown assay using purified GST-CARM1 and negative control GST in lysates of A1847 cells treated with vehicle control or tunicamycin (5 μg/ml, 8 h). Immunoblots are representative of two biologically independent experiments with similar results. **c** In situ interaction between CARM1 and XBP1s examined by proximity ligation assay (PLA). Isotype-matched IgG and an anti-CARM1 primary antibody were used as negative controls. Scale bar = 10 μm. **d** Quantification of PLA signal in the indicated cells. *n* = 18. **e** Expression of FLAG-tagged CARM1 aa 141–480 truncation mutant and a loading control β-actin in A1847 cells determined by immunoblot. **f** RT-qPCR analysis of the expression of *HSPA5* and *DNAJB9* in the indicated cells. Data represent mean ± SEM, *n* = 3 biologically independent experiments. *P* values were calculated using two-tailed *t* test.

We next sought to map the CARM1 domain that interacts with XBP1s. GST-pulldown analysis of GST-tagged control or mutant CARM1 revealed that the catalytic domain of CARM1 (141–480) interacts with XBP1s in response to ER stress (Supplementary Fig. 3a, b). Indeed, ectopic CARM1 141–480 expression suppressed the expression of CARM1/XBP1s target genes (Fig. 4e, f and Supplementary Fig. 3c). This result suggests that the catalytic domain of CARM1 may function as a dominant-negative mutant in regulating CARM1/XBP1s target gene expression. Consistently, inhibition of CARM1 enzymatic activity does not affect the expression of CARM1/XBP1s target genes (Supplementary Fig. 3d, e). Notably, inhibition of CARM1 enzymatic activity does not affect the inhibition of IRE1α activity by B-I09 as determined by the ratio between total and spliced *XBP1* mRNAs (Supplementary Fig. 3f). This result indicates that the catalytic activity of CARM1 is not required for the observed phenotype and instead the catalytic domain serves as an interaction domain with XBP1s. Together, we conclude that the catalytic domain of CARM1 mediates its interaction with XBP1s in an enzymatic activity-independent manner to regulate CARM1/XBP1s target gene expression.

### CARM1 determines response to inhibition of the IRE1α/XBP1s pathway

Since we show that CARM1 promotes the IRE1α/XBP1s pathway, we next determined whether inhibition of the IRE1α/XBP1s pathway is selective against CARM1 expression. Toward this goal, we treated control and CARM1 knockout A1847 cells with a selective IRE1α inhibitor B-I09^15^. We chose B-I09 for our study because of its ability to specifically target IRE1α RNase activity and safety profile in vivo in preclinical studies^15–19^. Indeed, compared with controls, CARM1 knockout increased the IC_50_ of B-I09 in A1847 cells (Fig. 5a, b). Likewise, CARM1 knockout reduced the growth rate inhibition by B-I09 (Supplementary Fig. 4a, b)^20^. Consistent with the notion that unresolved ER stress leads to apoptosis, B-I09 treatment upregulated apoptotic markers such as cleaved lamin A and cleaved poly ADP-ribose polymerase (PARP) p85 in A1847 cells (Fig. 5c). As a control, B-I09 failed to induce apoptotic markers in CARM1 knockout A1847 cells (Fig. 5c). Similar increase in IC_50_ was also observed for another IRE1α inhibitor 4μ8c (Supplementary Fig. 4c). Likewise, CARM1 knockout increased the IC_50_ of IRE1α inhibitor in PEO4 and OVSAHO cells (Supplementary Fig. 4d–f). Conversely, endogenous CARM1 upregulation decreased the IC_50_ of B-I09 in CARM1-low cell lines (Fig. 5d). Notably, B-I09 is equally effective in suppressing IRE1α enzymatic activity in these cells as determined by the ratio between *XBP1s* and *XBP1* in these cells (Supplementary Fig. 4g). Finally, we determined the IC_50_ of B-I09 in a panel of HGSOC cell lines. The IC_50_ of B-I09 was significantly lower in CARM1-high cell lines compared with those cell lines with low CARM1 expression (Fig. 5e–g). Consistently, in the Project Achilles synthetic lethality database^21^, *XBP1* short hairpin RNA (shRNA) was more effective in suppressing the growth of cell lines with high CARM1 expression compared with those with low CARM1 expression (Supplementary Fig. 4h, i). Notably, the observed differences in response to B-I09 in the panel of cell lines did not correlate with c-MYC expression (Fig. 5e). Consistently, CARM1 knockout did not affect c-MYC expression (Supplementary Fig. 4j). Notably, inhibition of the enzymatic activity of CARM1 did not affect the sensitivity to B-I09 (Supplementary Fig. 4k), which is consistent with the finding that inhibition of CARM1 enzymatic activity does not affect the expression of CARM1/XBP1s target genes (Supplementary Fig. 3d, e). In addition, the observed effects were not due to variation in the expression of *XBP1*, *XBP1s*, or the ratio between *XBP1s* and *XBP1* among these cell lines (Supplementary Fig. 4l). Likewise, CARM1 knockout did not affect XBP1s induction in response to tunicamycin treatment (Supplementary Fig. 4m). Conversely, CARM1 activation did not affect either IRE1α expression or XBP1s induction in response to tunicamycin (Supplementary Fig. 4n). These findings support the notion that CARM1-regulated recruitment of XBP1s to its target genes instead of its expression dictates the response to IRE1α inhibitor B-I09. Together, we conclude that inhibition of the IRE1α/XBP1s pathway is selective against CARM1 expression in HGSOC cells.

**Fig. 5:**
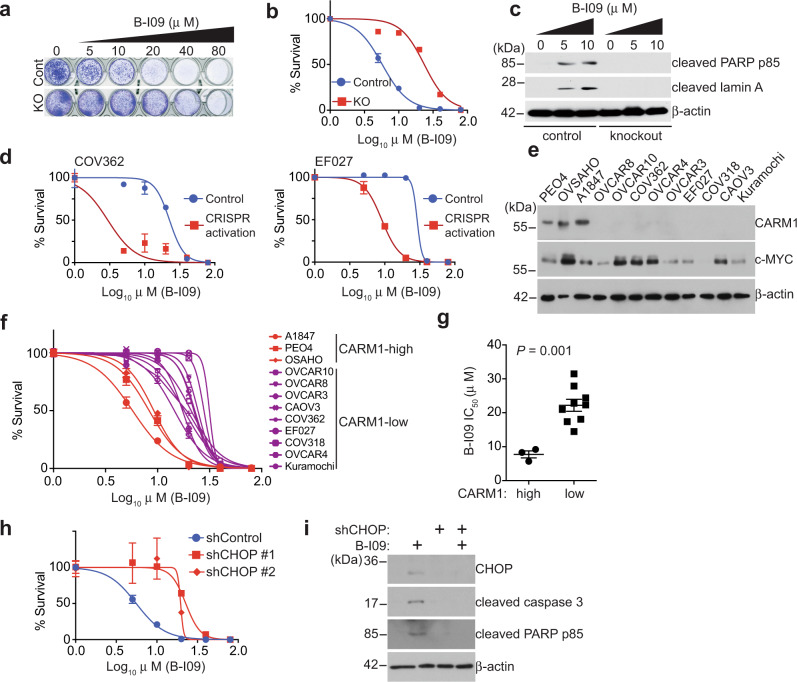
CARM1 status correlates with response to inhibition of the IRE1α/XBP1s pathway. **a** Representative images of colonies formed by control and CARM1 knockout A1847 cells treated with or without IRE1α inhibitor B-I09 at the indicated concentrations. **b** B-I09 dose-responsive curves based on the colony-formation assay for control and CARM1 knockout A1847 cells. **c** Expression of apoptotic markers cleaved PARP and cleaved Lamin A and a loading control β-actin in control and CARM1 knockout A1847 cells treated with or without B-I09 at the indicated concentrations determined by immunoblot. Immunoblots are representative of three biologically independent experiments with similar results. **d** B-I09 dose-responsive curves based on colony-formation assay of the indicated control and CRISPR-mediated activation of endogenous CARM1-expressing COV362 and EF027 cells. **e** Expression of CARM1, c-MYC, and a loading control β-actin in a panel of the indicated cell lines determined by immunoblot. Immunoblots are representative of two biologically independent experiments with similar results. **f** B-I09 dose-responsive curves based on colony-formation assay for the indicated cells. **g** B-I09 IC_50_ of CARM1-high (*n* = 3) and CARM1-low (*n* = 9) cell lines. **h** B-I09 dose-responsive curves based on colony-formation assay of the indicated control and shCHOP-expressing A1847 cells. **i** Expression of apoptotic markers cleaved caspase 3, cleaved PARP p85, and a loading control β-actin in control and shCHOP-expressing (#1) A1847 cells treated with or without B-I09 (5 μg/ml, 48 h). Immunoblots are representative of two biologically independent experiments with similar results. Data represent mean ± SEM, *n* = 4 biologically independent experiments unless otherwise stated. *P* values were calculated using two-tailed *t* test.

Consistent with findings that B-I09 induces apoptosis in CARM1-expressing cells, the pro-apoptotic ER stress effector CHOP expression^22^ was induced by B-I09 in CARM1-expressing cells (Supplementary Fig. 4o, p). Indeed, CHOP knockdown significantly decreased the sensitivity of B-I09 in CARM-expressing cells (Fig. 5h and Supplementary Fig. 4q), which correlates with the suppression of markers of apoptosis (Fig. 5i). These results support that CARM1 coordinates pro-apoptotic vs. pro-survival ER stress response and that CHOP signaling contributes to apoptosis induced by B-I09 in CARM1-expressing cells.

### IRE1α inhibition suppresses the growth of CARM-high EOCs in vivo

To determine the effects of IRE1α inhibition on CARM1-high EOCs in vivo, we utilized three different models. In the orthotopic model, the tumors established by CARM1-expressing A1847 cells in mouse bursa that covers mouse ovary were treated with vehicle control or B-I09 for 2 weeks (Supplementary Fig. 5a). At the end of treatment, we used tumor weight as a surrogate for tumor burden. Compared with vehicle control, B-I09 significantly reduced the tumor burden in the orthotopic A1847 xenograft model (Fig. 6a, b). This correlated with a significant improvement of survival of mice bearing CARM1-expressing A1847 tumors (Fig. 6c). As a control, B-I09 did not significantly reduce the tumor burden in the orthotopic model established by CARM1 knockout A1847 cells (Supplementary Fig. 5b). Likewise, B-I09 significantly reduced the tumor burden in CARM1-high, but not in CARM1-low, HGSOC patient-derived xenograft (PDX) models (Fig. 6d, e and Supplementary Fig. 5c, d). Notably, B-I09 was well tolerated. For example, B-I09 treatment did not significantly decrease the body weight of the treated mice, indicating that the treatment was not toxic (Supplementary Fig. 5e).

**Fig. 6:**
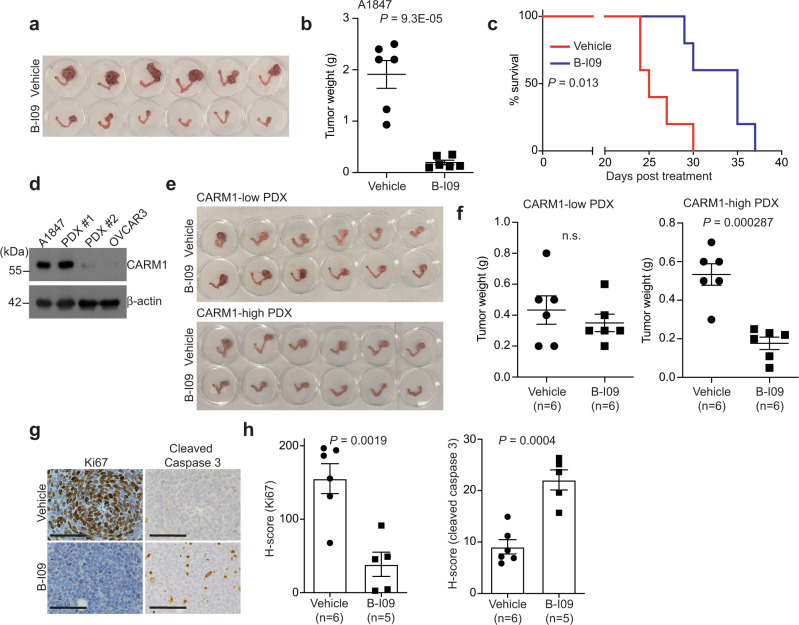
CARM1 status correlates with response to IRE1α inhibitor B-I09 in vivo. **a**, **b** A1847 cells were unilaterally injected into the ovarian bursa sac of immunocompromised mice. Tumor-bearing mice were randomized and treated with vehicle control or B-I09 (50 mg/kg, 5 weekdays/week by i.p.) for 2 weeks. After treatment, reproductive tracts with tumors from the indicated treatment groups were dissected (**a**). And tumor weights were measured as a surrogate for tumor burden (**b**). *n* = 6 mice per group. **c** After stopping the treatment, the mice were followed for survival. Kaplan–Meier survival curves for the indicated groups (*n* = 5 mice per group). *P* value was calculated by log-rank test. **d** Expression of CARM1 and a loading control β-actin in the indicated CARM1-high and CARM1-low PDXs determined by immunoblot. Immunoblots are representative of two biologically independent experiments with similar results. A1847 and OVCAR3 cells were used as controls for CARM1-high and CARM1-low expression, respectively. **e**, **f** Mice bearing the indicated orthotopic CARM1-high and CARM1-low HGSOC PDXs were randomized and treated with vehicle control or B-I09 (50 mg/kg, 5 weekdays/week by i.p.) for 2 weeks. Reproductive tracts with tumors from the indicated treatment groups were dissected (**e**). And tumor weights were measured (**f**). **g** Tumors from CARM1-high group were subjected to immunological staining for an apoptotic marker cleaved caspase 3 and a cell proliferation marker Ki67. Scale bar = 100 μm. **h** Histological score (*H* score) of the indicated markers was quantified from three separate fields of each tumor, six tumors from vehicle group, and five tumors from B-I09 group were analyzed. Data represent mean ± SEM. *P* values were calculated using two-tailed *t* test except for **c** by log-rank test.

We next sought to correlate the observed tumor-suppressive effects in vivo with the mechanism we have characterized in vitro. Toward this goal, we examined the expression of a cell proliferation marker Ki67 and an apoptosis marker cleaved caspase 3. Indeed, B-I09 treatment significantly decreased Ki67 expression, while it increased cleaved caspase 3 expression in CARM1-high tumors (Fig. 6g, h). Together, these data support that IRE1α inhibitor B-I09 suppresses CARM1-high HGSOC in vivo, which correlates with the induction of apoptosis and suppression of cell proliferation.

### IRE1α inhibition synergizes with immune checkpoint blockade

In addition to promoting survival of cancer cells, ER stress response such as the IRE1α/XBP1s pathway plays a critical role in eliciting an immune-suppressive tumor microenvironment^11^. This raises the possibility that inhibition of the IRE1α/XBP1s pathway may synergize with immune checkpoint blockade therapy^10^. To test whether IRE1α inhibition is synergistic with immune checkpoint blockade, we utilized a syngeneic immune-competent mouse model using UPK10 mouse ovarian cancer cell line^23^ that expresses CARM1 at a comparable level as those observed in A1847 cells (Fig. 7a). The orthotopically transplanted tumors were randomized into the following treatment groups: Vehicle/IgG, B-I09/IgG, Vehicle/anti-PD1, and B-I09/anti-PD1 (Fig. 7b). Consistent with our findings from orthotopic xenograft and PDX models, B-I09 treatment significantly reduced the tumor burden in the syngeneic model as a single agent (Fig. 7c, d). Notably, a combination of B-I09 and anti-PD1 was significantly more effective in reducing the tumor burden compared with either one of the individual treatments (Fig. 7c, d). Consistently, the combination significantly improved the survival of tumor-bearing mice compared with each of the individual treatments (Fig. 7e). As a control, B-I09 treatment did not further reduce the burden of tumors formed by CARM1 knockout UPK10 cells treated with anti-PD1 (Supplementary Fig. 6a, b). B-I09 treatment significantly decreased Xbp1s levels in both tumors and sorted T cells, indicating that B-I09 affects both tumors and the immune cells in the tumor microenvironment (Supplementary Fig. 6c–f). Indeed, immune cell profiling revealed that B-I09 significantly increased the intra-tumoral infiltration of B cells and CD4 T cells (Fig. 7f and Supplementary Fig. 6g). Although CD8 T cell infiltration was not affected by B-I09 treatment, activation of both CD4 and CD8 T cells was increased by B-I09 treatment (Fig. 7f). Consistent with previous reports^19,24^, B-I09 treatment decreased both intra-tumoral and spleen monocytic myeloid-derived suppressor cell (MDSC) and polymorphonuclear MDSC (Fig. 7f and Supplementary Fig. 6h). The combination treatment did not significantly decrease the body weight of the treated mice, and histological analyses of the liver, kidney, and spleen harvested at the end of the experiment from combination-treated mice revealed no overt abnormalities (Supplementary Fig. 6i, j), suggesting that the combination treatment was well tolerated. Together, we conclude that inhibition of the IRE1α/XBP1s pathway is synergistic with immune checkpoint blockade in CARM1-expressing EOCs in vivo.

**Fig. 7:**
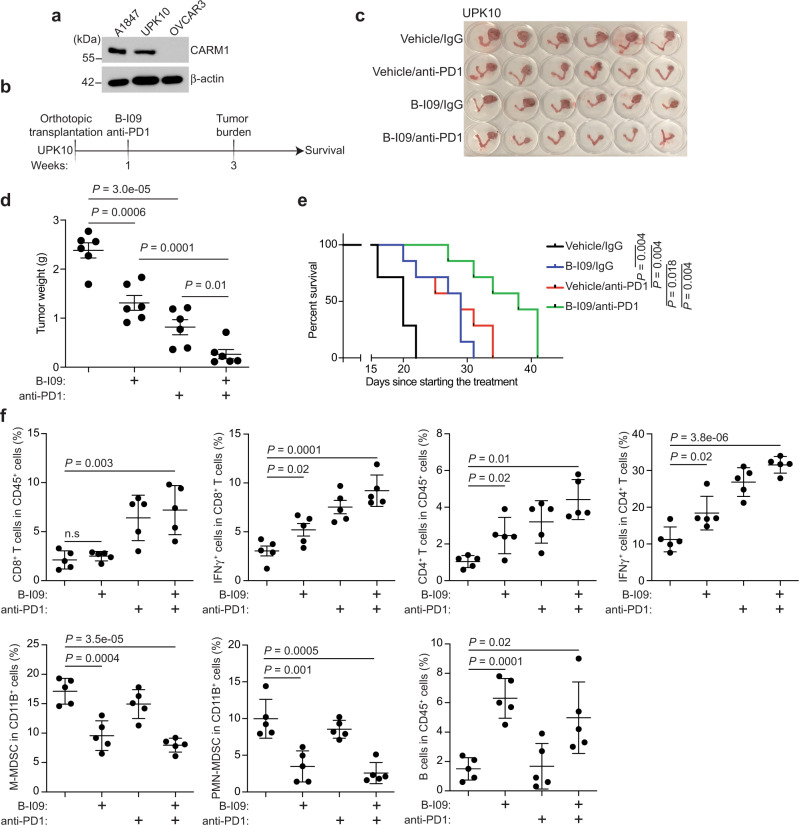
B-I09 synergizes with immune checkpoint blockade. **a** Expression of CARM1 and a loading control β-actin in UPK10, A1847, and OVCAR3 cells determined by immunoblot. Immunoblots are representative of three biologically independent experiments with similar results. **b** Schematic of the experimental design for UPK10 syngeneic immunocompetent mouse model. **c** Mice bearing orthotopic tumors were randomized into four indicated treatment groups. Reproductive tracts with tumors from the indicated treatment groups were dissected at the end of treatment (*n* = 6 mice per group). **d** The weights of tumors dissected from the indicated groups were measured as a surrogate for tumor burden. Data represent mean ± SEM*. P* values were calculated using two-tailed *t* test. Statistical co-efficiency of drug interaction (CDI) analysis revealed that the CDI for the combination is 0.59 (<1)^38^, which indicates synergy between B-I09 and anti-PD1 combination. **e** After stopping the treatment, the mice were followed for survival. Kaplan–Meier survival curves for the indicated groups (*n* = 7 per group). **f** Immune cell infiltration in the tumors dissected from the indicated treatment groups were analyzed by flow cytometry. *n* = 5 mice per group. *P* values were calculated by two-sided log-rank test.

## Discussion

Hyperactivation of the ER stress response in cancer cells is a therapeutic vulnerability that is actively explored^25^. However, the mechanisms underlying hyperactivation of the ER stress response are not fully understood. We show that CARM1 functions a co-activator of XBP1s in determining the expression of the IRE1α/XBP1s pathway target genes. Thus, our data support a model whereby CARM1 determines the ER stress response by controlling XBP1s’s association with its target genes. Notably, it has been reported that XBP1s controls the hypoxia-inducible factor-1α (HIF1α) transcriptional program in triple-negative breast cancer where XBP1s functions upstream of HIF1α^26^. Our results identify CARM1 as a critically important co-activator that functions upstream of XBP1s to drive the IRE1α/XBP1s pathway.

CARM1 is a well-studied transcriptional co-activator through its enzymatic substrates, most notably epigenetic regulators^3,4^. We show that CARM1 interacts with XBP1s through its catalytic domain. However, the enzymatic activity of CARM1 is not required for the expression of CARM1/XBP1s target genes. Thus, CARM1 may function as a scaffold factor to facilitate XBP1s recruitment/association with its target genes. In addition to functioning as a co-activator of gene transcription, CARM1 indirectly promotes the silencing of the EZH2/polycomb repressive complex 2 (PRC2) target genes by regulating the antagonism between PRC2 and the SWI/SNF chromatin remodeling complex^3,9,27^. Thus, CARM1 promotes cancer by both directly enhancing the activation of the IRE1α/XBP1s pathway and indirectly mediating the silencing of EZH2 target genes. One limitation of our studies is that, in addition to the IRE1α/XBP1s pathway, CARM1 may contribute to the activation of additional pathways including the c-MYC pathway^3^. Regardless, future studies will examine the relative contribution and cooperation among these CARM1-regulated pathways.

In summary, our results show that CARM1-expressing HGSOCs are hypersensitive to inhibition of the IRE1α/XBP1s pathway alone or in combination with immune checkpoint blockade. These findings suggest that CARM1 status could serve as a biomarker to predict response to inhibitors of the IRE1α/XBP1s pathway. CARM1 amplification/overexpression occurs in ~20% of HGSCOs and is mutually exclusive with deficiency in homologous recombination caused by genetic alterations such as *BRCA1/2* mutations^9^. Thus, therapeutic approaches for CARM1-expressing HGSOCs are an unmet clinical need because these patients are unlikely to benefit from either standard-of-care platinum-based chemotherapy or emerging PARP inhibitors. Our findings indicate that inhibition of the IRE1α/XBP1s pathway alone or in combination with immune checkpoint blockade represents a therapeutic strategy for a number of cancer types with frequent CARM1 overexpression including HGSOCs^6–8^. Therefore, our findings will have broad implications in developing therapeutic approaches with precision based on CARM1 expression status.

## Methods

### Animals, cell culture, transfection, and reagents

Six-week-old female immunodeficiency gamma (NSG) mice were obtained from Wistar Institute Animal Facility. C57BL/6 mice were purchased from Charles River Laboratories. Mice were maintained at 22–23 °C with 40–60% humidity and a 12-h light/12-h dark cycle. Human HGSOC cell lines A1847, PEO4, OVSAHO, OVCAR10, OVCAR8, OVCAR4, OVCAR3, CAOV3, COV362, COV318, EF027, Kuramochi, and mouse ovarian cancer cell lines ID8 and UPK10 were cultured in RPMI1640 supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin at 37 °C with 5% CO_2_. Viral packaging HEK293T cells were cultured in Dulbecco’s modified Eagle’s medium with 10% FBS and 1% penicillin/streptomycin at 37 °C supplied with 5% CO_2_. All the cell lines were authenticated at The Wistar Institute Genomics Facility using short tandem repeat DNA profiling. Mycoplasma testing was performed using LookOut Mycoplasma PCR detection (Sigma) every month. Transfection was performed using Lipofectamine 2000 (Life Technologies) following the manufacturer’s instructions. Small-molecule drugs used in this study are as follows: tunicamycin (Fisher Scientific, #351610), 4μ8c (APExBIO, #B1874), B-I09 (a gift from Professor Chih-Chi Andrew Hu, Houston Methodist Research Institute), and EZM 2302 (ProbeChem, #PC-61030).

### Antibodies

For western blotting, ChIP, and PLA, the following primary antibodies were used: rabbit anti-CARM1 (Cell Signaling, #3379S, 1:1000 dilution), mouse anti-CARM1 (Cell Signaling, #12495, 1:1000 dilution), rabbit anti-XBP1 (Cell Signaling, #12782S, 1:1000 dilution), anti-cleaved PARP (Cell Signaling, #5625S, 1:1000 dilution), mouse anti-CHOP (Cell Signaling, #2895, 1:1000 dilution), rabbit anti-lamin A/C (Cell Signaling, #2032S, 1:1000 dilution), mouse anti-β-actin (Sigma, #A5316, 1:1000 dilution), rabbit anti-flag-M2 (Cell Signaling, #2368S, 1:1000 dilution), rabbit anti-H3R17me2a (Abcam, #ab8284, 1:1000 dilution), mouse anti-histone H3 (Cell Signaling, #14269S, 1:1000 dilution), and rabbit anti-XBP1 (Novus Biologicals, #NBP1-77681, 1:1000 dilution). For flow cytometry, the following primary antibodies were used: mouse CD45 (Biolegend, #103147, 1:1000 dilution), mouse CD3(BD, #552774, 1:1000 dilution), mouse CD4 (Biolegend, #100516, 1:1000 dilution), mouse CD8 (Biolegend, #100708, 1:1000 dilution), mouse CD11C (Biolegend, #117324, 1:1000 dilution), mouse CD11B (Biolegend, #101259, 1:1000 dilution), mouse B220 (Biolegend, #103227, 1:1000 dilution), mouse CD19 (Biolegend, #115523, 1:1000 dilution), mouse Ly6C (Biolegend, #128026, 1:1000 dilution), and mouse Ly6G (Biolegend, #127639, 1:1000 dilution). For immunohistochemistry (IHC), cleaved caspase 3 (Cell Signaling, #9661, 1:200 dilution) and Ki67 (Cell Signaling, #9449, 1:1000 dilution) were used.

### DNA constructs

To construct vectors expressing GST-tagged CARM1 and CARM1 truncation mutants, CARM1 and truncation mutants were amplified by PCR using primers as detailed in Supplementary Table 1. Lentiviral EX-Y3476-Lv105 encoding human CARM1 expression construct obtained from Genecopoeia was used as PCR template. The amplified DNA fragments were digested with EcoRI and NotI and subcloned to the same sites of pGEX-6p-1 backbone plasmid.

To construct the pLentiCRISPR-CARM1 plasmid for CARM1 knockout, pLentiCRISPR v2 (Addgene #52961) was digested with BsmBI (NEB) at 55 °C for 1 h and run on a 1% agarose gel. The digested plasmid was cut out and purified using the QIAquick Gel Extraction Kit (Qiagen, 166047244). Each pair of oligos were phosphorylated using T4 PNK (M0201S) in T4 ligation buffer (New England Biolabs) and annealed in a thermocycler at 37 °C for 30 min, 95 °C for 5 min, ramped down to 25 °C at 5 °C/min. Annealed oligonucleotides were diluted 1:200 in RNase/DNase-free water. Ligation of the annealed oligonucleotide and digested pLentiCRISPR v2 plasmid was performed using Quick Ligase (New England Biolabs). CARM1 guide RNA (5′-AGCACGGAAAATCTACGCGG-3′) was used for cloning^9^. 

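The guide sequence AGCACGGAAAATCTACGCGG matches chromosome 19 of GRCh37 from 11022919 to 11022938 on the forward strand, the strand of CARM1, and is followed there by the PAM TGG. The reference sequence around the site is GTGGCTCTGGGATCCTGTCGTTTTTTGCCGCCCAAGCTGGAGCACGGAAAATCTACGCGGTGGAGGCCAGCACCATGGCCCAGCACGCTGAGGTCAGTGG. The site lies in coding exon 5 of the 16 exons of the annotated CARM1 transcript, an exon from 11022860 to 11022970. No other site followed by an NGG PAM was found in GRCh37 with up to 3 mismatches to the guide. The counts per gene hold no sequence, so the edited alleles were not examined here.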

The scramble control shRNA (#1864) and viral packaging plasmids pMD2.G (#12259) and psPAX2 (#12260) were obtained from Addgene. TRC lentiviral vectors (TRCN0000019807) encoding shRNA against human *XBP1* was obtained from Molecular Screening Facility at the Wistar Institute.

### Immunoblots

Cells were trypsinized and washed two times with phosphate-buffered saline (PBS). Protein was extracted with RIPA lysis buffer (50 mM Tris (pH 8.0), 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS) and 1 mM phenylmethylsulfonyl fluoride (PMSF)). Protein concentration was measured using the BCA assay (Pierce). Samples were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride membrane (Millipore). Membranes were blocked with 5% non-fat milk and then incubated with primary and secondary antibodies.

### Reverse-transcriptase qPCR

Total RNA was extracted using the RNeasy Kit (Qiagen) according to the manufacturer’s instructions. Purified RNA was used for RT-PCR with the High-Capacity cDNA Reverse Transcription Kit (Thermo fisher). qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) and run on QuantStudio 3 Real-Time PCR System. The primers sequences used for qRT-PCR are listed in Supplementary Table 1.

### Lentivirus infection

pLenti-CRISPR v2 (Addgene #52961)^28^ and pLVX systems were used for lentivirus package. HEK293FT cells were transfected by Lipofectamine 2000. Lentivirus was harvested and filtered with 0.45 μm filter at 72 h post transfection. Cells infected with lentiviruses for 48 h were selected in medium contains 1 μg/ml puromycin.

### CRISPR-mediated activation of endogenous CARM1

Human CARM1 CRISPR lentiviral activation particles were purchased from Santa Cruz (#sc-404087-LAC). Cells were infected with CARM1 CRISPR lentiviral activation particles in complete medium with 5 μg/ml polybrene for 24 h, followed by selection in complete medium containing 2 μg/ml puromycin, 200 μg/ml hygromycin B, and 2 μg/ml Blasticidin S HCl for 1 week.

### Colony-formation assay

Three thousand cells were plated into a 24-well tissue culture plate and treated with the indicated compounds. Cell medium was changed every 3 days with the indicated drug doses for 10 days. Colonies were visualized by staining the plates with 0.05% crystal violet. Integrated density was determined using the NIH ImageJ software.

### ChIP and ChIP-reChIP

For ChIP analysis^29^, cells were cross-linked with 1% formaldehyde/PBS for 10 min at room temperature and then quenched by 0.125 M glycine for 5 min. Fixed cells were lysed with ChIP lysis buffer 1 [50 mM Hepes-KOH (pH 7.5), 140 mM NaCl, 1 mM EDTA (pH 8.0), 1% Triton X-100, and 0.1% deoxycholate] on ice and lysis buffer 2 [10 mM Tris (pH 8.0), 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA] at room temperature. Chromatin was digested with MNase (Cell Signaling Technology) in digestion buffer [10 mM Tris (pH 8.0), 1 mM CaCl_2_, and 0.2% Triton X-100] at 37 °C for 15 min. The nucleus was broken down by one pulse (30 s) of bioruptor with high output. After centrifugation, the digested chromatin was collected and incubated overnight at 4 °C, and Protein A/G Dynabeads were added to the reaction for another 1.5 h. Magnetic beads were washed, and chromatin was eluted in TES buffer (1% SDS, 1 mM EDTA, 10 mM Tris-Cl pH 8.0) or TE/10 mM dithiothreitol (DTT) for ChIP-reChIP. Eluted DNA/protein complex was treated with proteinase K at 55 °C for 45 min and decross-linked at 65 °C overnight. A Zymo ChIP DNA Clean and Concentrator Kit (Zymo Research, catalog no. D5205) was used to purify the DNA for qPCR.

For ChIP-reChIP^30^, following the step of washing magnetic beads in ChIP as describe above, the proteins were eluted with TE/10 mM DTT. The eluted samples were diluted 20 times with dilution buffer (1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8.1, 150 mM NaCl) and incubated with the indicated antibodies for second round IP overnight at 4 °C. Protein A/G Dynabeads were added to the reaction for another 1.5 h. Magnetic beads were washed, and chromatin was eluted in TES buffer (1% SDS, 1 mM EDTA, 10 mM Tris-Cl pH 8.0). Eluted DNA/protein complex was treated with proteinase K at 55 °C for 45 min and decross-linked at 65 °C overnight. A Zymo ChIP DNA Clean and Concentrator Kit (Zymo Research, catalog no. D5205) was used to purify the DNA for qPCR.

The following antibodies were used: rabbit anti-CARM1 (Cell Signaling, #3379S) and rabbit anti-XBP1 (Novus Biologicals, #NBP1-77681). An isotype-matched IgG was used as a negative control. ChIP DNA was used for ChIP-qPCR and ChIP-seq. For ChIP-qPCR against the promoters of target genes, the primers are listed in Supplementary Table 1.

### Reporter assay

A1847 cells (1 × 10^5^ per well) were seeded in 12-well plate and co-transfected with 180 ng pGL4-UPRE-luc2P-Hygro (Addgene #101788) and 20 ng pRL-SV40 (Promega, plasmid no. E223A) using Lipofectamine 2000 (Invitrogen) overnight. The next day, cells were treated with or without 5 μg/ml tunicamycin for 24 h and assayed for luminescence using a Dual-Luciferase Reporter Assay System (Promega, #E1910). Luminescence was measured using a Victor X3 2030 Multilabel Reader (Perkin Elmer).

### IP and GST-pulldown assay

A1847 cells were treated with or without 5 μg/ml tunicamycin for 8 h. Cells were collected and resuspended in buffer A (0.1% Triton X-100, 20 mM Tris-HCl pH7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.5 mM PMSF) containing 300 mM NaCl on ice for 10 min and rotated at 4 °C for 30 min followed by centrifuge at 13,000 × *g*, 4 °C for 15 min. The supernatants were recovered and diluted with twice volumes of buffer A without NaCl. The cell extracts were used for IP and GST-pulldown assays.

For IP, the extracts were incubated with 4 μg control IgG or anti-CARM1 (Cell Signaling, #3379S) antibody for 3 h at 4 °C followed by incubation with protein A + G Dynabeads for another 1 h. After incubation, the beads were washed with buffer A containing 150 mM NaCl for three times, and immunoprecipitated proteins were eluted by glycine buffer (0.2 M glycine, pH 2.5), separated by SDS-PAGE, and detected by western blotting.

For GST-pulldown, GST, GST-CARM1, or GST-CARM1 truncation mutants were incubated with glutathione-sepharose beads in buffer A containing 150 mM NaCl for 45 min and washed with the same buffer twice. The beads were mixed with cell extracts and incubated at 4 °C for 4 h followed by extensive washing with the same buffer. Proteins were eluted from the beads by an SDS sample buffer, separated by SDS-PAGE, and detected by western blotting.

### CUT & RUN sequencing

For CUT&RUN sequencing^31^, cells were harvested by trypsinization and gently washed twice using wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine, and EDTA-free Protease Inhibitor Cocktail). Cells were then incubated with the antibody at 4 °C overnight in antibody buffer (wash buffer supplemented with 0.05% digitonin and 2 mM EDTA). The next day, supernatant was removed by centrifugation and cell pellets were washed once with Dig-wash buffer (Wash buffer containing 0.05% digitonin). Cell pellets were then incubated with Protein A MNase (700 ng/ml in Dig-wash buffer) for 1 h by rotation at 4 °C. After three times of washes, cell pellets were resuspended in 100 μl Dig-wash buffer with 2 μl 100 mM CaCl_2_ and incubated at 0 °C for 30 min; reactions were stopped by addition of 100 μl 2× STOP buffer (340 mM NaCl, 20 mM EDTA pH 8.0, 4 mM EGTA, 0.05% digitonin, 50 μg/ml RNase A, 50 μg/ml glycogen). The supernatant DNA was collected after centrifugation and further purified using phenol–chloroform–isoamyl alcohol (Sigma, #145 p3803) extraction and ethanol precipitation. Purified DNA was used for library construction using the NEBNext Ultra DNA Library Prep Kit (NEB, E7645) following the manufacturer’s instructions, and the libraries were sequenced in a 75-base pair single-end run on the Next Seq 500 (Illumina) at Wistar Genomic facility.

### RNA sequencing

Control, XBP1 knockdown, and CARM1 knockout A1847 cells were treated with 5 μg/ml tunicamycin or vehicle for 8 h. Total RNA was extracted using the RNeasy Mini Kit (Qiagen, 74106) and digested with DNase I (Qiagen, 79254). RNA-Seq libraries were constructed using the 3′mRNA-seq Library Prep Kit (Lexogen) and sequenced with Illumina NextSeq 500 using 75 nt single read at the Wistar Genomics Facility.

### Proximity ligation assay

Cells on cover slips were fixed with 3% paraformaldehyde in PBS and permeabilized in PBS containing 0.5% Triton X-100. In Situ PLA Kit (Sigma-Aldrich) was then used to detect protein–protein interaction in fixed, permeabilized cells according to the manufacturer’s instructions. The primary antibodies used are rabbit anti-XBP1 (Novus Biologicals, #NBP1-77681) and mouse anti-CARM1 (Cell Signaling, #12495), and an isotype-matched IgG was used as a negative control. Stained slides were analyzed using a Leica TCS SP5 II scanning confocal microscope.

### In vivo mouse models

Animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of The Wistar Institute. NSG mice were purchased from Wistar Institute Animal Facility. C57BL/6 mice were purchased from Charles River Laboratories.

For orthotopic xenograft model in NSG mice, 1 × 10^6^ A1847 control or A1847 CARM1 knockout cells were unilaterally injected into the ovarian bursa sac of 6–8-week female NSG mice (*n* = 11 mice per group). Ten days after injection, mice were treated with vehicle or B-I09 (50 mg/kg, 5 weekdays per week by i.p.) for 2 weeks. After treatment, tumors from 6 mice per group were surgically dissected and tumor weight was measured. The remaining 5 mice were used for survival experiment and monitored until tumor burden reached 10% of the body weight as determined by The Wistar Institute IACUC guideline.

For immunocompetent syngeneic mouse model in C57BL/6 mice, 1 × 10^6^ mouse ovarian tumor UPK10 cells were unilaterally injected into the ovarian bursa sac of 6-8-week female C57BL/6 mice (n = 13 mice per group). One week after injection, mice were treated with vehicle, B-I09 (50 mg/kg, 5 weekdays/week by i.p.), anti-PD1 (BioXCell, #BE0273) (10 mg/kg, twice per week), or a combination for 2 weeks. After treatment, tumors from six mice per group were surgically dissected, and tumor weight was measured. The remaining seven mice were used for survival experiment.

For CARM1-high and CARM1-low PDX models, the procurement of human ovarian tumor tissues was approved by the Institutional Review Board of Christina Care Health System. Third passage of previously established PDXs were orthotopically transplanted into the ovarian bursa sac of 6–8-week-old female NSG mice (*n* = 6 mice per group)^27^. Specifically, CARM1-high PDX was established using a metastastic high-grade serous ovarian carcinoma of Mullerian origin. The cystic mass show sheets of malignant cells with many mitotic figures. CARM1-low PDX was established using a metastastic poorly differentiated papillary serous ovarian carcinoma. Pathological examination reveals the presence of extensive poorly differentiated papillary serous carcinoma. PDX-bearing mice were randomized once the tumor was established and treated with vehicle (20–30 μl dimethyl sulfoxide (DMSO)) or B-I09 (50 mg/kg dissolved in 20–30 μl DMSO, 5 weekdays/week by i.p.) for 2 weeks as was previously published^15^. After treatment, tumors were surgically dissected, and tumor weight was measured as a surrogate for tumor burden.

### IHC staining

Tumors were fixed in phosphate-buffered 10% formalin (Fisher Scientific, #SF100-4), embedded in paraffin, and cut into serial sections. IHC was performed using Dako EnVision^+^ system following the manufacturer’s instructions. Briefly, the sections were dewaxed, rehydrated, and immersed in 3% hydrogen peroxide in methanol to quench endogenous peroxidase activity. Antigen retrieval was performed in sodium citrate buffer (Thermo Fisher, #005000). The sections were incubated with blocking buffer (PBS supplemented with 1% bovine serum albumin) for 1 h, primary antibody against cleaved caspase 3 (Cell Signaling, #9661, 1:200) or Ki67 (Cell Signaling, #9449, 1:1000) at 4 °C overnight, and secondary antibody for 1 h. Counterstaining was performed using Mayer’s Hematoxylin (Dako, #3309S). Expression of the stained markers was scored using a histologic score (*H* score).

### Flow cytometry

Tumor was minced into small (1–2 mm) pieces and digested with 1 mg/ml collagenase IV (Sigma-Aldrich, #C5138), 0.1 mg/ml hyaluronidase (Sigma-Aldrich, #H6254), and 0.01 mg/ml deoxyribonuclease I (Sigma-Aldrich, #D5025). The cells were sequentially filtered through 45 μm cell strainer. Single-cell suspensions were prepared, and red blood cells were lysed using ACK Lysis Buffer (Thermo Fisher, #A1049201). Tumor-infiltrated lymphocytes were followed by viability staining (Thermo Fisher, #L34957). Before antibody staining, cells were blocked by an anti-Fcγ receptor antibody (BD, #553142, 1:1000 dilution) and then surface staining was performed in fluorescence-activated cell sorter (FACS) buffer (3% FBS in PBS) with fluorochrome-conjugated antibodies against: mouse CD45 (Biolegend, #103147, 1:1000 dilution), mouse CD3 (BD, #552774), mouse CD4 (Biolegend, #100516, 1:1000 dilution), mouse CD8 (Biolegend, #100708, 1:1000 dilution), mouse CD11C (Biolegend, #117324, 1:1000 dilution), mouse CD11B (Biolegend, #101259, 1:1000 dilution), mouse B220 (Biolegend, #103227, 1:1000 dilution), mouse B cell marker CD19, mouse CD19 (Biolegend, #115523, 1:1000 dilution), mouse Ly6C (Biolegend, #128026, 1:1000 dilution), and mouse Ly6G (Biolegend, #127639, 1:1000 dilution).

For interferon-γ (IFNγ) staining, freshly isolated cells in RPMI with L-glutamine (Thermo Fisher, #25030149) (supplemented with 10% FBS, 1× non-essential amino acids, 1× streptomycin and penicillin, 50 nM/ml β-mercaptoethanol) were stimulated with cell activation cocktail with brefeldin A (Biolegend, #423303) overnight, then the cells in the supernatant were collected for the indicated surface staining, and then intracellular IFNγ staining was performed using an anti-mouse IFNγ antibody (Biolegend, #505840). All FACS analyses were performed on a BD LSR II or a Canto II Flow Cytometer, and data were analyzed with the FlowJo software (Tree Star, Inc.).

### Bioinformatics and statistical analysis

Cut-and-run data were aligned using *bowtie*^32^ against hg19 version of the human genome and *HOMER*^33^ was used to generate bigwig files with default normalization parameters and call significant binding peaks for CARM1 and XBP1s vs. input control using options “-style factor”. The default normalization parameter is to convert alignment to values that are the number of tags per 1 bp per 10 M reads. Peaks that passed FDR < 5% with at least fourfold over control threshold were considered significant. Normalized binding signals were derived from bigwig files using *bigWigAverageOverBed* tool from UCSC toolbox^34^ with mean0 option over peak region for peak signal and 60 bp window centered at peak center for heatmaps and line plots. Fold differences between samples were calculated with average input signal 0.4 (average background input value) used as a floor for the minimum allowed signal. Distance from TSS of 1 kb was used for gene-peak assignments.

RNA-seq data was aligned using *bowtie2*^35^ against hg19 version of the human genome and *RSEM* v1.2.12 software^36^ was used to estimate raw read counts and RPKM values using Ensemble transcriptome. *DESeq2*^37^ was used to estimate significance of differential expression between group pairs and calculate normalized counts for heatmaps. Overall gene expression changes were considered significant if it passed FDR < 5% thresholds unless stated otherwise. Significance of overlap between sets of genes was estimated using hypergeometric distribution test.

For statistical analyses, experiments were repeated at least three times unless otherwise stated. Statistical analysis was performed using the GraphPad Prism 7 (GraphPad) software. Quantitative data are expressed as mean ± SEM unless otherwise stated. For all statistical analyses, the cutoff for significance was set at 0.05. For correlation studies, Pearson’s correlation was used for calculating *P* and *R* values in Microsoft Excel. Animal experiments were randomized. For drug dose-response survival analysis, all drug doses were log_10_ transformed before data analysis to improve normality and homoscedasticity. For in vivo mouse experiment, analysis of variance with post hoc multiple comparisons were performed for between-group comparisons. The coefficient of drug interaction (CDI) was used to determine whether the combination of two drugs is synergistic in vivo^38^. The CDI is calculated as follows: CDI = *AB*/(*A* + *B*). *AB* is the ratio of the combination groups to the control group; and *A* or *B* is the ratio of the single agent group to control group.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The cut-and-run and RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession GSE157118. TCGA HGSOC RNA-seq dataset was downloaded from cBioPortal (https://www.cbioportal.org/). Cancer Cell Line Encyclopedia RNA-seq data were downloaded from (https://sites.broadinstitute.org/ccle/datasets). hg19 was downloaded from UCSC (https://hgdownload.soe.ucsc.edu/downloads.html). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Targeting the IRE1α/XBP1s pathway suppresses CARM1-expressing ovarian cancer
**Source:** Nat Commun. 2021 Sep 7;12:5321. doi: 10.1038/s41467-021-25684-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of 363 direct CARM1/XBP1s target genes upregulated by ER stress inducer tunicamycin

File Name: Supplementary Data 2

Description: List of 430 CARM1/XBP1s direct target genes that are downregulated by CARM1 knockout and XBP1 knockdown

# Supplementary material for: Targeting the IRE1α/XBP1s pathway suppresses CARM1-expressing ovarian cancer
**Source:** Nat Commun. 2021 Sep 7;12:5321. doi: 10.1038/s41467-021-25684-3

Figure 2

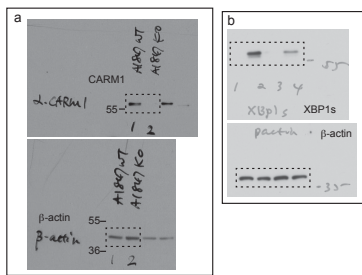

Supplementary Figure 1

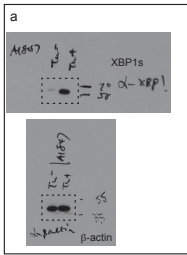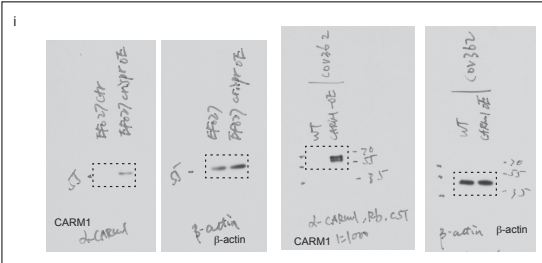

Figure 4

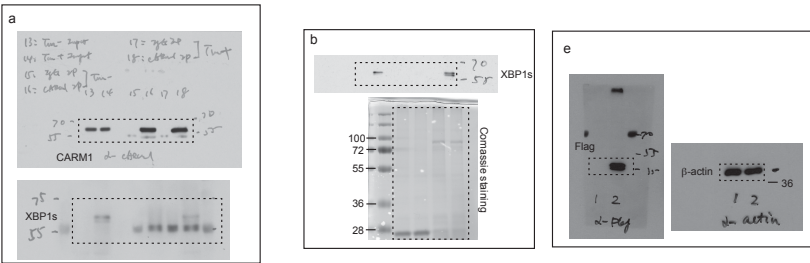

Figure 5

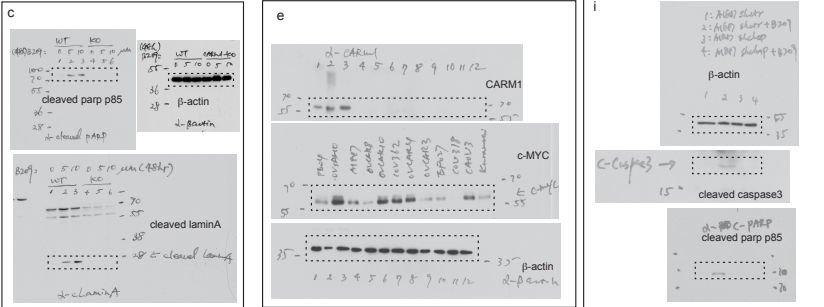

Figure 6

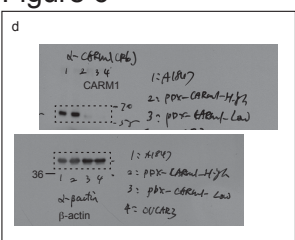

Figure 7

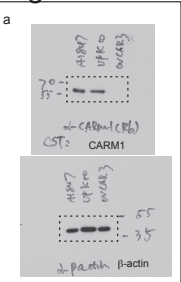

Supplementary Figure 6

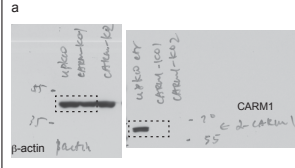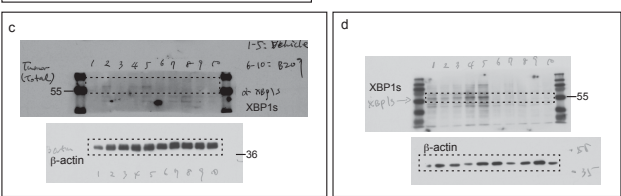

Supplementary Figure 2

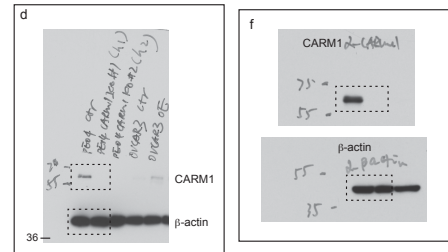

Supplementary Figure 3

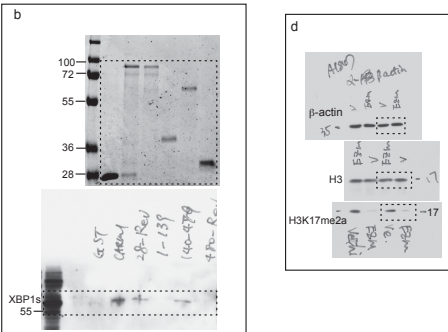

Supplementary Figure 4

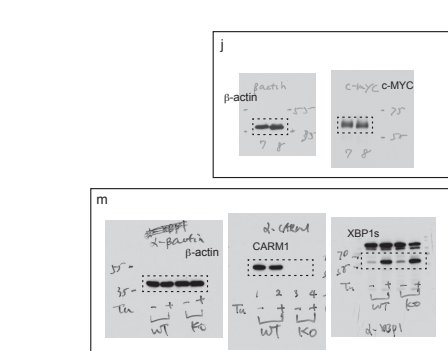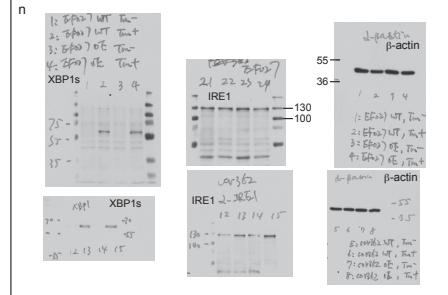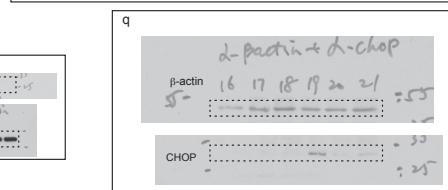

**Supplement:** Supplementary file 7 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

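mRNA was measured in A1847 cells of 3 genotypes, each with vehicle and with tunicamycin, in 18 libraries. The authors sequenced the 3 prime ends of the mRNA as 75 nt single reads, aligned them to hg19 with bowtie2 and estimated expected counts per Ensembl gene with RSEM v1.2.12. The values are whole numbers without normalization, and the Ensembl release and any filter are not stated. Libraries were grouped by genotype and treatment as labelled, and 0 columns were left unmapped. Symbols and GRCh37 positions were found for 55501 genes. The lowest and highest library totals lie in the CARM1 knockout group with vehicle, and all totals are given with the first RNA-seq passage.

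Computations were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, filterByExpr with a minimum count of 10 was applied over all libraries, TMM normalization was used, and quasi-likelihood F tests were run on fits of the compared groups alone. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and calls were made at 0.05. Standard errors are the size of the log2 fold change divided by the square root of F. CPM values are counts scaled to a common library total with TMM factors, and log values used a prior count of 2. Between replicate pairs, chi-square per degree of freedom over genes with at least 20 counts was 1.84 to 6.89 over 18 pairs, above the 1 of counting error alone, so that precision was taken from the replicates. A group with at most 3 counts in every library was taken as not detectable, and fold changes from such groups are given as counts. The largest changes were listed among genes with a mean log2 CPM of at least 3 or as all-or-none genes.

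The comparisons were tunicamycin against vehicle in control cells, each modified genotype against control cells under each treatment, and the interaction of each modified genotype with tunicamycin. Tunicamycin against vehicle within the modified genotypes was added after the data had been seen. Induced genes were those higher with tunicamycin in control cells, and reduced genes those lower than control under tunicamycin. Overlaps were tested with the one-sided exact hypergeometric test and set against 20 simulations that keep the shared control libraries. Genes were named when they are the modified genes or when the paper names or measures them. Lists for XBP1s, ATF6, PERK with ATF4, and the substrates of IRE1α were written from general knowledge of the unfolded protein response and tested with limma's camera at its preset correlation, with fry beside it. The lists of Fig. 2d, Supplementary Data 1 and Supplementary Data 2 were taken from the paper, and random lists were drawn 10000 times, matched on mean expression in 20 bins.

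Alternatives were DESeq2's size factors, DESeq2 itself, no filter, at least 10 counts in every library, all libraries in one fit, a replicate block, an FDR of 1%, a fold change of at least 1.5, other readings of a reduced response, induced genes selected in the third genotype, fry, camera with an estimated correlation, and each library left out in turn. DESeq2's interaction term as the reading of a reduced response was added after the data had been seen. The scripts were tested on simulated data with 200 changed genes among 17317 in 5 draws. Pair comparisons in edgeR recovered 85 to 89% of them, and 6.84 to 14.3% of the calls were false, above the nominal 5% in each draw. For the interaction these were 71 to 79% and 5 to 12.8%, and for DESeq2 83 to 87.5% and 6.45 to 9.14%. Camera called a planted list of 25 genes and not an unchanged one. The window test gave 1.10 times the shuffled spread without shifts (137 of 1000 shuffles as large) and 1.30 with 37 of 189 windows shifted (0 as large). The CUT&RUN data, the paper's blots and its animal experiments were not analysed here, and neither were splicing or single transcripts, since the values are counts per gene.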

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

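The tests of a mix of control cells with other cells and of a library swapped between genotypes were chosen only after the result was seen.

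The response to tunicamycin differed between CARM1 knockout and control cells by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was below 0 for 2151 genes and above 0 for 1814. The term was below 0 for 1581 and above 0 for 114 of the genes induced in control cells, and above 0 for 1327 and below 0 for 83 of the genes lowered there, both selected on the control libraries. Of the 100 splits of the 12 libraries that were tried, 1, the real one, gave as many calls, which decides nothing. The 18 other splits that kept the genotypes together in 1 treatment turn the genotype effect into the term (up to 1959 calls), and the 81 that mixed them in both turn it into spread between replicates (0 calls in each). Simulations without an interaction gave at most 3 induced genes below 0. They held no genotype effect of any kind, and the FDR adjustment then leaves few calls, so this count decides little. Selecting genes on the control libraries by itself favours a larger response there than in other libraries, and for the lowered genes no other selection was run. Among the 3333 genes selected in XBP1 knockdown cells, whose libraries enter neither side, 76.7% still had a smaller response in knockout than in control cells, with 1293 terms below 0 and 136 above, so that for the induced genes the selection was not the whole cause. Among the 3572 genes selected in the knockout cells themselves, 676 were below 0 and 633 above. Loss of CARM1 remains open as the cause, and so does the other cell population weighed below.

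The response also differed between XBP1 knockdown and control cells, with the interaction term below 0 for 290 genes and above 0 for 63. Here 10 of 100 splits of the 12 libraries, the real one included, gave as many calls, with up to 1014, and this decides nothing either. The 9 others all kept the 3 tunicamycin-treated libraries of each genotype together and exchanged vehicle-treated ones, which turns the effect of the knockdown under tunicamycin into the term. Simulations without an interaction gave at most 1 induced gene below 0, but they too held no genotype effect of any kind. The number above 0 was 24 without the second vehicle-treated or the third tunicamycin-treated knockdown library and 98 without the third vehicle-treated control library. The knockdown of XBP1 remains open as the cause. The labels do not say whether the control cells carried the scramble shRNA, so an effect of the vector was not separated from it.

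HSPA5 stood apart from most induced genes, since its response to tunicamycin was larger in CARM1 knockout than in control cells, with an interaction term of 0.67 and a range of 0.67 to 0.76 across the 12 fits that each left out one library. It was not alone among the 15 genes of the list for ATF6, to which it belongs. In that list the term was above 0 at an FDR of 5% for 8 genes and below 0 for 5. Its level under tunicamycin was higher in the 3 knockout than in the 3 control libraries. The log2 ratio was 0.30 with TMM normalization, 0.26 with upper quartiles, 0.33 with DESeq2's size factors and 0.13 with library totals, so that no scaling turned its direction. The loss of CARM1 and another cell population both remain open.

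In control cells 3450 genes were lower with tunicamycin than with vehicle, while the paper's text follows the genes that rose. Of the 10 splits of the 6 libraries, 1, the real one, gave as many calls in total, a share that this design cannot bring under 0.1, and the others gave 0. Of the lowered genes 1428 were also lower with tunicamycin in both modified genotypes. Under tunicamycin 1573 of them were higher in knockout than in control cells, 585 in knockdown cells and 278 in both, while 1244 were lower in knockout and 178 in knockdown cells. The treatment is the explanation the design gives, and a technical one other than the grouping was not tested.

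In vehicle-treated CARM1 knockout cells 6495 genes were higher than in control cells, besides those the paper follows, which were lower. The replicates of the groups did not overlap for 75.9% of the genes tested under vehicle and 77.1% under tunicamycin, where chance gives 10%, against 23.6% and 31.5% for the XBP1 knockdown. At least 100 counts in each of the 6 knockout libraries and at most 3 in each of the 12 others were found for 113 genes, and the reverse for 27. Between knockdown and control libraries of the same treatment no gene parted in this way. Of the 10 splits, 1, the real one, gave as many calls under vehicle, and the others gave 0.

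Technical explanations were weighed for this difference. With the libraries thinned to the lowest total, 96.5% of the calls under vehicle stayed in the same direction, and without the 100 most abundant genes 99.9%. With the trend on the GC content of the transcripts removed, 95.5% of the calls under tunicamycin stayed, and with the trend on their length removed 98.6%. None of these changes of processing removed the bulk of the calls, so none was the whole cause. The highest correlation of a knockout library with a library of another genotype was 0.775, below the lowest within any group, 0.986, which argues against a swapped library. PDCD10, NLGN1, MRC1L1 and ENSG00000196656, picked after their values were seen, had at least 500 counts in each of the 12 control and knockdown libraries and at most 3 in each knockout library. Pooled over these genes, the counts of a knockout library came to at most 0.0861% of their level in vehicle-treated control cells, which argues against a mix with control cells.

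A candidate explanation is that the knockout libraries came from cells with other copy numbers, a different cell line or a clone that had parted from the control cells. Copy numbers shift neighbouring genes together. In 189 windows of 50 neighbouring genes, the spread of the median log2 ratios between knockout and control cells was 2.75 times that with the genes shuffled under vehicle and 2.94 times under tunicamycin, with 0 of 1000 shuffles as large. For the XBP1 knockdown it was 1.04 and 1.06 times, with 299 and 238 shuffles as large. The window medians of the knockout correlated between vehicle and tunicamycin with r = 0.959 across windows, which are not independent replicates. The window with the highest median, 1.18 under vehicle, lay on chromosome 8 of GRCh37 from 134249418 to 145688254, and the one with the lowest, −1.11, on chromosome 1 from 202860244 to 214510474. The windows fit that candidate but do not exclude loss of CARM1, which would have to act on neighbouring genes together. No other property of the cells was tested, and whether the knockout cells were a clone is not settled by these counts.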

How the results depend on the processing

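The 3 settings that read a reduced response from DESeq2's interaction term were chosen after seeing the data, and so were the applications of the alternatives to the gene lists.

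The numbers of genes higher and lower in CARM1 knockout than in control cells stayed within 1.5 times their values under every alternative, from 4756 to 7326 and 4589 to 6624 under tunicamycin and from 4591 to 7203 and 4583 to 6548 under vehicle. So did the Fig. 2d genes lower in the knockout (12 to 22), while those lower in the XBP1 knockdown ranged from 11 to 22 and were fewest under the 1.5-fold threshold. DESeq2's size factors in place of TMM shifted all genes by at most 0.0393 on the log2 scale. Selecting the induced genes in the genotype left out of a comparison, and asking for at least 10 counts in every library, moved no count by more than 1.5 times. The overlap of genes lower in both genotypes stayed past its threshold under vehicle in every setting, with 1.28 to 2.58 times the expected number. The overlap of induced genes was 1.05 to 2.12 times the expected number and lost its call under the 1.5-fold threshold (below).

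Under DESeq2 the knockdown interaction was above 0 for 118 genes. Without a filter on low counts it was below 0 for 469 genes and above 0 for 263, 632 genes were higher in the knockdown under vehicle, and 11 Supplementary Data 2 genes were lower in both genotypes. With all 18 libraries in one fit it was above 0 for 119 genes, 696 were higher in the knockdown under vehicle, and that of ERN1 turned to 0.0036. The replicate number as a block gave 39 genes above 0. Libraries with the same replicate number were not more alike than others (correlations of their deviations −0.0510 to 0.0450), so the numbers do not pair the libraries. The cause was not tested for these settings.

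Stricter thresholds gave fewer calls by construction. At an FDR of 1%, 823 genes were lower and 523 higher in the knockdown under tunicamycin, 252 and 125 under vehicle, and 147 lower in both genotypes under vehicle. Of the induced genes 533 were lower and 78 higher in the knockdown, and 318 lower in both genotypes. The interaction was below 0 and above 0 for 1419 and 1112 genes in the knockout and 155 and 12 in the knockdown, and 4 Supplementary Data 2 genes were lower in both genotypes. With at least a 1.5-fold change besides the FDR of 5%, tunicamycin raised 2011 and lowered 1650 genes in control cells, 502 were lower and 212 higher in the knockdown under tunicamycin and 237 and 79 under vehicle, and 110 lower in both under vehicle. Of the induced genes 859 were lower and 344 higher in the knockout, 277 and 3 in the knockdown, and 126 lower in both, 1.06 times the expected number (one-sided exact hypergeometric test, p = 0.174). The lists then held 28 Supplementary Data 1 genes lower in both genotypes, 118 Supplementary Data 2 genes lower in at least one, and 0 lower in both (at an unadjusted p under 0.05 also 0).

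The reading of a reduced response moved the counts too, by asking another question. With the interaction term below 0 at an FDR of 5%, 253 induced genes were reduced in the knockdown, 193 in both genotypes, and the term was above 0 for 114 in the knockout and 11 in the knockdown. With a lower level as well, 852 were reduced in the knockout, 244 in the knockdown, 116 in both and 85 of Supplementary Data 1 in both, and 45 and 8 were raised. DESeq2's interaction at an FDR of 5% gave 1338 below 0 and 103 above in the knockout, 298 and 19 in the knockdown, and 224 below 0 in both. At an unadjusted p under 0.05, it was above 0 for 144 and 70 induced genes over the 4 groups and for 152 and 113 over all 18 libraries, and below 0 in both genotypes for 341 and 360 Supplementary Data 1 genes.

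Of the gene lists, fry called 4 more in place of camera, the lists for ATF6 (adjusted p = 0.0165), the IRE1α substrates (4.91e-05) and XBP1s (0.000548) in the knockout and that for PERK and ATF4 in the knockdown (0.0165). With the correlation estimated from the libraries, camera no longer called the IRE1α substrates in control cells (adjusted p = 0.151) or the ATF6 list in the knockdown (0.116). Across all alternatives these p-values ranged from 0.0165 to 0.652, 4.91e-05 to 0.272, 0.000548 to 0.731, 0.0165 to 0.329, 0.000961 to 0.151 and 0.000148 to 0.116, in the order given. The different question that fry asks is part of its construction, and the cause of the other changes was not tested.

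Leaving out each library in turn gave 906 to 1416 genes lower and 617 to 1055 higher in the knockdown under tunicamycin, fewest without control tunicamycin replicate 3, which also gave the fewest induced genes lower (594 to 925) and higher (85 to 202) in the knockdown and lower in both genotypes (355 to 558). Under vehicle it gave 289 to 654 lower and 146 to 580 higher genes in the knockdown, 165 to 388 lower in both genotypes and 2 to 17 of Supplementary Data 2 lower in both, each lowest without control vehicle replicate 2 (for Supplementary Data 2 also without knockdown vehicle replicate 2) and highest without control vehicle replicate 3. The knockdown interaction was above 0 for 24 to 98 genes, lowest without knockdown vehicle replicate 2 or knockdown tunicamycin replicate 3 and highest without control vehicle replicate 3. Changes of sign came at values near 0. For ERN1 the knockdown interaction ranged from −0.18 to 0.11 and the knockdown effect under vehicle from −0.29 to 0.014, each highest without control vehicle replicate 1 or 2 in that order. For DDIT3 the knockdown interaction ranged from −0.20 to 0.0083, highest without knockdown vehicle replicate 3, and for HSPA9 the knockdown effect under tunicamycin from −0.023 to 0.051, lowest without knockdown tunicamycin replicate 1. The direction of the PERK and ATF4 list in the knockout turned without control tunicamycin replicate 1, at adjusted p-values of 0.942 to 0.992. Fewer libraries lower the number of calls by construction, and beyond that the cause was not tested. Besides these, each result of a named gene under each setting was counted as a case, so that a result can count more than once. Under the other alternatives a call was lost in 4 cases and gained in 3. With a library left out a call was lost in 20 cases and gained in 11.

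Depth limits the genes with few counts. The lowest total was 9367462 counts, and a gene with at most 3 counts in every library of a group was taken as not detectable there, so the folds of genes found in a single genotype are not given.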

Differences from the paper's values

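No test of an explanation is given here, and the settings marked so were chosen only after the result was seen.

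The paper's Supplementary Data 1 lists 363 genes as reduced by both XBP1 knockdown and CARM1 knockout under tunicamycin, and 165 of them were lower in both. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. DESeq2's interaction term below 0 at an unadjusted p under 0.05 did, with 341 genes over the 4 groups and 360 over all 18 libraries, and both settings were chosen after seeing the values. The same term at an FDR of 5%, also chosen after seeing the values, gave 168, and edgeR's interaction term 136. The paper's Supplementary Data 2 lists 430 genes, lower at the basal level in CARM1 knockout or XBP1 knockdown cells by the text and in both by the supplement's description. Of these 220 were lower in at least one genotype and 7 in both, and none of the alternatives set before the data were examined closed either gap, with 118 to 220 and 0 to 17 genes.

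For 4 genes the paper's source data hold RT-qPCR values of control and CARM1 knockout cells (Fig. 2j), whose log2 ratios of means were set against those of the RNA-seq libraries. A difference is listed where it exceeds the larger SD of the replicates of either, both taken as an SD and not as the SEM the paper plots. Between knockout and control cells, the log2 ratio of HSPA5 was 0.30 against the paper's −1.19 with tunicamycin and −0.42 against the paper's −1.42 with vehicle. That of DNAJB9 with tunicamycin was −1.13 against the paper's −2.12, that of DNAJC10 −0.57 against the paper's −1.37 with tunicamycin and −0.20 against the paper's −0.58 with vehicle, and that of HSPA9 with tunicamycin −0.61 against the paper's −1.13. Between tunicamycin and vehicle in control cells, it was 3.08 against the paper's 3.24 for HSPA5 and 3.82 against the paper's 4.71 for DNAJB9. None of the alternatives set before the data were examined closed these gaps. For DNAJC10 in control cells the ratio was 1.84 against the paper's 1.68. It fell within the paper's range with DESeq2's size factors (1.84), under DESeq2 (1.83), with all 18 libraries in one fit (1.83), and without the third vehicle-treated (1.79) or the third tunicamycin-treated control library (1.81), so that changes in the second decimal decide it, and it did not in the other 5 alternatives. In knockout cells the ratio of DNAJC10 between tunicamycin and vehicle was 1.45 against the paper's 0.88, and no alternative was run for this comparison.

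The paper states that the knockout lowers HSPA5, including its rise with tunicamycin. In these libraries the level with tunicamycin was 0.30 higher in knockout than in control cells on the log2 scale. The rise itself was larger too, with log2 fold changes of 3.77 in knockout and 3.08 in control cells. By the rule set out above, the paper's RT-qPCR rise in knockout cells did not differ from 3.77. Fig. 2d marks its labelled genes by their response to tunicamycin as regulated by both CARM1 and XBP1s. In level under tunicamycin 5 of them were higher in knockout than in control cells, CDK2AP2 (1.21), SHMT2 (0.97), SSR1 (0.83), SSR3 (0.67) and HSPA5. Of these 5, HSPA5 alone goes against the marking in its response in the knockout, since the interaction term was below 0 at an FDR of 5% for CDK2AP2 (−0.47), SHMT2 (−0.21), SSR1 (−0.52) and SSR3 (−0.91). The paper gives a smaller p for the overlap of induced genes reduced in both genotypes than the 0.000147 found here with reduction read as a lower level. This gap depends on the reading, since with the interaction term below 0 at an FDR of 5%, an alternative set before the data were examined, p was 2.85e-31 (one-sided exact hypergeometric test), under the bound the paper states. The paper's text describes the Supplementary Data 2 genes as lowered in the knockout or the knockdown at the basal level, and its supplement as lowered by both without naming a level. Under vehicle 150 of them were higher in the knockout and 13 in the knockdown.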

Other observations

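The comparison of tunicamycin with vehicle within the knockout and the knockdown cells, and the test of how the Supplementary Data 2 genes were drawn, were chosen only after the result was seen.

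For the other pair comparisons the groups were also split in all 10 ways that 6 libraries allow. As many calls came from 1 split, the real one, for CARM1 knockout against control under tunicamycin (at most 0 in another), from 1 for XBP1 knockdown against control under tunicamycin (at most 2) and from 1 under vehicle (at most 63). A share of 0.1 is the smallest this design allows. Counts simulated without any genotype effect keep the selection of the induced genes on the same control libraries. They gave at most 4 induced genes lower in the knockout and 3 in the knockdown, against 2072 and 951 found. With no effect in any gene the FDR adjustment leaves few calls whatever the selection does, so these counts do not measure it. At any p, 54.2 to 57.3% of the simulated induced genes were lower in the knockout and 54.6 to 57.9% in the knockdown.

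Shared control libraries could by themselves make the same genes come out lower in both genotypes, which was tested by simulation. In 4 of 20 simulations with independent genotype effects, the overlap of induced genes over its expected number was at least the observed 1.09. The shared libraries alone are thus enough for an overlap of this size. For the genes lower in both under vehicle 0 of 20 simulations reached the observed ratio, and for the induced genes with both interaction terms below 0 also 0 of 20. The simulations gave effects only to genes called in the data, and so held fewer calls than the data. Under vehicle 339 to 382 genes were lower in the simulated knockdown against 524 observed. Weak effects were missing from them, so 0 of 20 does not exclude the shared libraries. Under vehicle the ratio was 1.31 with all 18 libraries in one fit and 1.28 among genes with at least 10 counts in every library, below the highest simulated ratio of 1.41, and the simulation was not run for these settings.

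Under tunicamycin the lists other than that for XBP1s had these medians of log2 fold changes between CARM1 knockout and control cells, none of them called by camera. They were −0.33 for ATF6 (9 of 15 genes below 0, adjusted p = 0.381), 0.09 for PERK and ATF4 (11 of 24, 0.970) and 0.98 for the IRE1α substrates (2 of 8, 0.122). The lowest unadjusted p from camera in the knockout was 0.0751. In the XBP1 knockdown they were −0.14 for ATF6 (12 of 15, 0.000682), 0.05 for PERK and ATF4 (7 of 24, 0.122) and −0.11 for the IRE1α substrates (5 of 8, 0.556). Adjusted over the list alone, 9 ATF6 genes were lower in the knockdown, and 7 over all genes tested. Supplementary Data 1 holds 6, 7 and 0 genes of the lists for ATF6, PERK and ATF4, and the IRE1α substrates. The median interaction terms were 0.30, −0.38 and −0.12 in the knockout and −0.20, −0.09 and 0.08 in the knockdown. As many lists were called in 4 of 10 splits for tunicamycin in control cells and in 3 of 10 for the knockdown. For the knockout no list was called in the real split, so that 10 of 10 were bound to call as many and the count says nothing. With 10 splits no share under 0.1 is possible.

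Values of other genes that the paper measures in these cells are given here with adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of DDIT3, which encodes CHOP, with tunicamycin in control cells was 4.61 (adjusted p = 6.46e-16), and between knockout and control cells 0.54 (adjusted p = 0.00158) with vehicle and 0.98 (adjusted p = 7.71e-12) with tunicamycin. For ERN1, which encodes IRE1α, these were 1.48 (adjusted p = 1.55e-07), 0.56 (adjusted p = 0.00308) and 0.22 (adjusted p = 0.0381), the last from 0.14 to 0.27 with a library left out and past the threshold in 1 of these fits, that without the first tunicamycin-treated knockout library. It was also short of the threshold under DESeq2 (0.24, adjusted p = 0.0932) and with all 18 libraries in one edgeR fit (0.21, adjusted p = 0.0769). The same held in edgeR with the replicate number as a block (0.21, adjusted p = 0.0614), although these numbers do not pair the libraries. MYC was 0.16 (adjusted p = 0.261) with tunicamycin in control cells, −0.49 (adjusted p = 0.00233) in the knockout with vehicle and 0.31 (adjusted p = 0.0116) with tunicamycin, and in the knockdown 0.44 (adjusted p = 0.0250) and 0.66 (adjusted p = 0.000336). It fell short of the threshold in the knockout with tunicamycin without replicate 3 of the knockout (0.24), and in the knockdown with vehicle without replicate 1 or 2 of the control cells (0.39, 0.42) or replicate 1 or 3 of the knockdown (0.38, 0.42). HSPA9 was −0.61 (adjusted p = 4.25e-09) in the knockout and 0.008 (adjusted p = 0.957) in the knockdown with tunicamycin. DNAJC10 was −0.57 (adjusted p = 1.16e-08) and −0.48 (adjusted p = 4.48e-06), with an interaction term of −0.42 (adjusted p = 0.00041) in the knockout and −0.31 (adjusted p = 0.0878) in the knockdown. The latter passed the threshold without the second vehicle-treated control or knockdown library (−0.37 each) and, with all libraries, under DESeq2 (−0.30, adjusted p = 0.0298), and the sign of HSPA9 in the knockdown turned when any 1 of 4 libraries was left out (lowest −0.02 without the first tunicamycin-treated knockdown library).

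The Supplementary Data 2 genes stood out in another comparison. Of the 430, 414 were lower with tunicamycin than with vehicle in knockout cells, 423 in knockdown cells and 382 in control cells. At any p, 428 had a log2 fold change below 0 in both modified genotypes, against a median of 162 in 10000 random lists matched on mean expression (95% of them between 144 and 182), and 0 of the random lists had as many. A candidate explanation is that the list was drawn from tunicamycin against vehicle within the knockout and the knockdown cells. The count is what that explanation needs, but it was found and tested on the same libraries. The route the paper states was tested as well, and of the listed genes 220 were lower under vehicle in at least one genotype and 7 in both, the latter against a median of 10 in the random lists. Other routes were not tested.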
